# Modulation of Macrophage Activities in Proliferation, Lysosome, and Phagosome by the Nonspecific Immunostimulator, Mica

**DOI:** 10.1371/journal.pone.0117838

**Published:** 2015-02-10

**Authors:** Myunghwan Jung, Min-Kyoung Shin, Yeon-Kwon Jung, Han Sang Yoo

## Abstract

It was reported that the aluminosilicate material mica activated macrophages and showed its immunostimulating effects. However, the mechanisms by which it exerts these effects are unclear. To address this, we evaluated the effects of mica fine particles (MFP, 804.1 ± 0.02 nm) on the murine macrophage cell line, RAW 264.7. Specifically, RAW 264.7 cells were treated with 100 and 500 μg/mL MFP and their proliferative response was determined using the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay. Changes in global gene expression upon MFP treatment for 12 and 48 h were also determined using microarrays. Following the MFP treatment, RAW 264.7 cells showed a low level of proliferation compared to nontreated cells (*p* < 0.01). There was a change in an expression level of 1,128 genes after 48 h treatment. Specifically, genes associated with the cell cycle, DNA replication, and pyrimidine and purine metabolisms, were down-regulated in cells treated with MFP, which resulted in reduction of cell proliferation. MFP treatment also up-regulated genes associated with lysosome and phagosome function, which are both required for macrophage activities. We speculate that activation of macrophages by mica is in part derived from up-regulation of these pathways.

## Introduction

Mica, which is well known for its immunostimulating effects, is a common aluminosilicate mineral containing potassium, magnesium, iron, aluminum, and silicates. The immunostimulating effects of mica have been proven through many previous studies [1–5]. Mica has been used as feed supplement to improve immune activities [3–5] and increase an absorption rate of high-protein nutrients [1, 2]. As described in the above study results, most studies using mica have been concentrated on the proof of the immune enhancement effects but few studies have been done on the mechanism of how the immunity enhancement effect is induced. It was reported that mica activated macrophages and the immunity enhancement effect was induced by this activation of the macrophages [6]. In addition, a number of studies have disclosed that mica acted as a superantigen, leads to T-cell activation and promotes phagocytosis of macrophages through high affinity binding to major histocompatibility complex (MHC) class II molecules. This in turn leads to immune system activation *via* the induction of proinflammatory cytokines such as interleukin IL-1α, IL-6, and TNF-α [7–9]. Nonetheless, the precise mechanism by which mica modulates macrophage function and induces their activation remains to be determined.

Macrophages are critical effectors of the immune response, and carry out the removal of ‘non-self’ material *via* phagocytosis [10]. They are considered one of the main entry routes of particles into the body, and thereby play an important role in determining the biopersistence of foreign particles and in the associated inflammatory responses triggered by their phagocytic activities [11, 12]. They have been also known to participate in innate immunity and in the first line of immune defense [13]. Previous studies suggested that macrophages could interact with T-cells using cytokines secretion and receptors thereby modulating the immune responses [10, 14].

In this study, to investigate the mechanisms associated with mica-dependent activation of macrophages, we manufactured mica fine particles (MFP) and used them to treat the murine macrophage cell line, RAW 264.7. Following the MFP treatment, global cell responses were investigated using a microarray approach. Through this genome-wide approach, we were able to infer which cellular signaling pathways are engaged following MFP treatment.

## Materials and Methods

### MFP preparation

The MFP were produced by Seobong Biobestech (Seoul, Korea), containing silicon dioxide (61.90%), aluminum dioxide (23.19%), iron oxide (3.97%), sodium oxide (3.36%), calcium oxide (< 2%), magnesium oxide (< 2%), titanium oxide (< 2%), and 36 ppm germanium.

### Morphology and size of MFP

The morphology of the MFP was observed using a field emission scanning electron microscope (FE-SEM; JSM-6700F, JEOL, Tokyo, Japan) following platinum-coating using Cressington 108 (Cressington, Watford, UK). The particle size of MFP was measured using the DLS-7000 spectrophotometer (Otsuka Electronics Ltd., Osaka, Japan).

### Cell preparation and evaluation of effect of MFP on cell proliferation

The murine leukemic monocyte macrophage line, RAW 264.7, was obtained from Korea Cell Line Bank (KCLB No. 40071; Seoul, Korea) and grown at 37°C in a 5% CO_2_ atmosphere in Roswell Park Memorial Institute medium (RPMI; Gibco, Carlsbad, CA, USA) 1640 containing 10% FBS (Gibco). The cells were then seeded at a concentration of 8.0 × 10^4^ cells/cm^2^ in 12-well plates with 1 mL of media containing 2% FBS. Following 8 h culture, cells were incubated with 100 or 500 μg/mL of MFP for 0, 12, 24, or 48 h. After treatment with MFP, the cells were then incubated in FBS-free media with 0.5 mg/mL of (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT; Life Technologies, Carlsbad, CA, USA) for 4 h. Formed crystals were dissolved in 1 mL of dimethyl sulfoxide (DMSO; Sigma, USA) and 100-μL aliquots were transferred to 96-well plates. The plates were read on an Emax Precision Microplate Reader (Molecular Devices, Sunnyvale, CA, USA), using a test wavelength of 590 nm and a reference wavelength of 620 nm. Cell numbers were calculated based on the standard curve generated from serially diluted cells. The effect of MFP on cell proliferation was expressed relative to the cell number at 0 h.

### RNA preparation

RAW 264.7 cells cultured in RPMI 1640 containing 10% FBS were seed at a concentration of 8.0 × 10^4^ cells/cm^2^ in T75 flasks with 20 mL of media containing 2% FBS. Following an 8-h culture, cells were incubated with 100 μg/mL of MFP and collected at 0, 12, and 48 h post-stimulation. RNA was extracted using the RNeasy mini kit (Qiagen, Venlo, Limburg, Netherlands) as described by the manufacturer. All RNA samples were quantified, aliquoted, and stored at -80°C until use. Purity and integrity of RNA samples was determined using denaturing gel electrophoresis, OD 260/280 ratio, and analysis on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA).

### Microarray hybridization

RNA amplification, labeling, array hybridization, and scanning were carried out by Macrogen Inc. (Seoul, Korea). Amplification and purification of total RNA (550 ng) was performed using the Ambion Illumina RNA amplification kit (Ambion Inc., USA) per the manufacturer’s recommendations in order to obtain biotinylated cRNA. Following quantification of the cRNA using the ND-1000 Spectrophotometer (Thermo Scientific, Wilmington, DE, USA), 750 ng of labeled cRNA samples were hybridized to each Illumina expression beadchip (Mouse WG-6 v2.0; Illumina Inc., San Diego, CA, USA) for 16–18 h at 58°C, which covers more than 45,200 transcripts, according to the manufacturer’s instructions. After the bead array manual, detection of array signals was performed using Amersham Fluorolink Streptavidin-Cy3 (GE Healthcare Bio-Sciences, Little Chalfont, UK). Arrays were scanned with an Illumina bead array Reader confocal scanner (Illumina Inc.) as described by the manufacturer.

### Raw data preparation and statistical analysis

The quality of hybridization and overall chip performance were monitored by visual inspection of an internal quality control check and the raw scanned data. Raw data were extracted using the Illumina GenomeStudio v2009.2 (Gene Expression Modulev1.5.4, Illumina Inc.) and selected based on a *p*-value < 0.05 with no fail-count (sample count of detection *p*-value ≥ 0.05). These selected gene signal values were transformed by logarithm and normalized by the quantile method. The comparative analysis between the test and control samples was performed using fold change. Genes showing more than 2-fold increase or decrease were considered to be significantly altered. All data and visualization of differentially expressed genes were carried out using R2.4.1 (www.r-project.org).

### Microarray data analysis

Gene set enrichment analysis for genes showing significant altered expression was performed using Protein Analysis Through Evolutionary Relationships (PANTHER) (http://www.pantherdb.org). Differentially expressed genes were categorized by biological process and molecular function using the PANTHER classification database by means of Fisher’s exact test to detect coordinated changes in pre-specified sets of related genes. Clustering analyses of differently expressed genes were investigated using MultiExperiment Viewer version 4.9.0 software (MeV; Institute for Genomic Research, Boston, MA, USA). Based on these altered genes, unsupervised hierarchical clustering was conducted to determine the relation according to MFP treatment period. In addition, the patterns of changes in gene expression were also analyzed through quality threshold clustering (QTC) method.

The changes in cell process are derived from pathways formed by the interaction of genes [15, 16]. Therefore, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway mapping of genes involved each cluster was also carried out in order to analysis systemic information representing functional aspects of each of patterns (http://www.genome.jp/kegg/tool/map_pathway2.html). For a pathway mapping term to be considered significantly, pathway represented by fewer than 10 genes were filtered out, thereby identifying the most robustly affected pathways [11]. Dataset of microarray results has been deposited in Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63827) and accessible through GEO series accession number GSE63827.

### Verification of microarray results

To verify the microarray results, 3 genes that were identified as being up-regulated and associated with lysosome and/or phagosome pathways and 4 genes that showed down-regulation and involved in cell cycle, pyrimidine metabolism, and/or purine metabolism (Table 1) were randomly selected and subjected to quantitative real time RT-PCR (qRT-PCR). Total RNA (1 μg), the remainder of microarray analysis, was submitted for synthesis of cDNA using QuantiTect Reverse Transcription kit (Qiagen) according to the manufacturer’s protocol. The qRT-PCR reaction was carried out with 1 μL of cDNA using the Rotor-Gene SYBR Green PCR kit (Qiagen) and Rotor-Gene Q real time PCR cycler (Qiagen). The cDNA was amplified under following conditions: 45 cycles at 95°C for 15 s followed by 45 s at 60°C. The fluorescence was detected during the extension phase and the expression level was compared to a non-stimulated RAW 264.7 cell control by the 2^-∆∆C^_T_ method using the house-keeping gene, glyceraldehyde-3-phosphate dehydrogenase (GAPDH), as a reference [17].

**Table 1:** Primer used for qRT-PCR.

Genes		Primers (5'-3')	Pathway	Accession no.
Pla2g1	F	CAGTTTCCCGATGGTGTGGA	Lysosome	NM_133792.2
	R	CCGTTTTCATTTGGGGCTCG		
Lamp2	F	GTTCCTAGGAGCCGTTCAGTC	Lysosome and phagosome	NM_001017959.1
	R	TCATCCCCACAACTGCTTCC		
Arsb	F	GTGCGCCGATTGAGTCTTTG	Lysosome	NM_009712.3
	R	AACAGTGGTTTCTCCGGTGG		
Nme1	F	GACCGCCCCTTCTTTACTGG	Pyrimidine and purine metabolisms	NM_008704.2
	R	CCTCCCAGACCATAGCAACC		
Rrm1	F	ACGAAGCACCCTGACTATGC	Pyrimidine and purine metabolisms	NM_009103.2
	R	TGGCAGAATTCAGGCGATCC		
Ccne1	F	TTCGGGTCTGAGTTCCAAGC	Cell cycle	NM_007633.2
	R	TGCAAAAACACGGCCACATT		
Espl1	F	CAAGCCGCGACTTTTGCC	Cell cycle	NM_001014976.1
	R	GCAAGCCCTCAGGATGGTAT		

### Statistics

Data are presented as mean ± standard deviation (SD). Statistical analyses were performed by using the Student’s *t*-test or repeated measures of ANOVA using SPSS version 19.0 software (SPSS, USA). The statistical significance of differences was set at value of *p* < 0.05.

## Results

### Morphology and size of MFP

SEM micrographs revealed that MFP were irregular polygons with a rough surface. The average MFP particle size was 804.1 ± 0.02 nm, which places these substances in the ‘fine particles’ class as described by the United States Environmental Protection Agency (Fig. 1).

**Fig 1:**
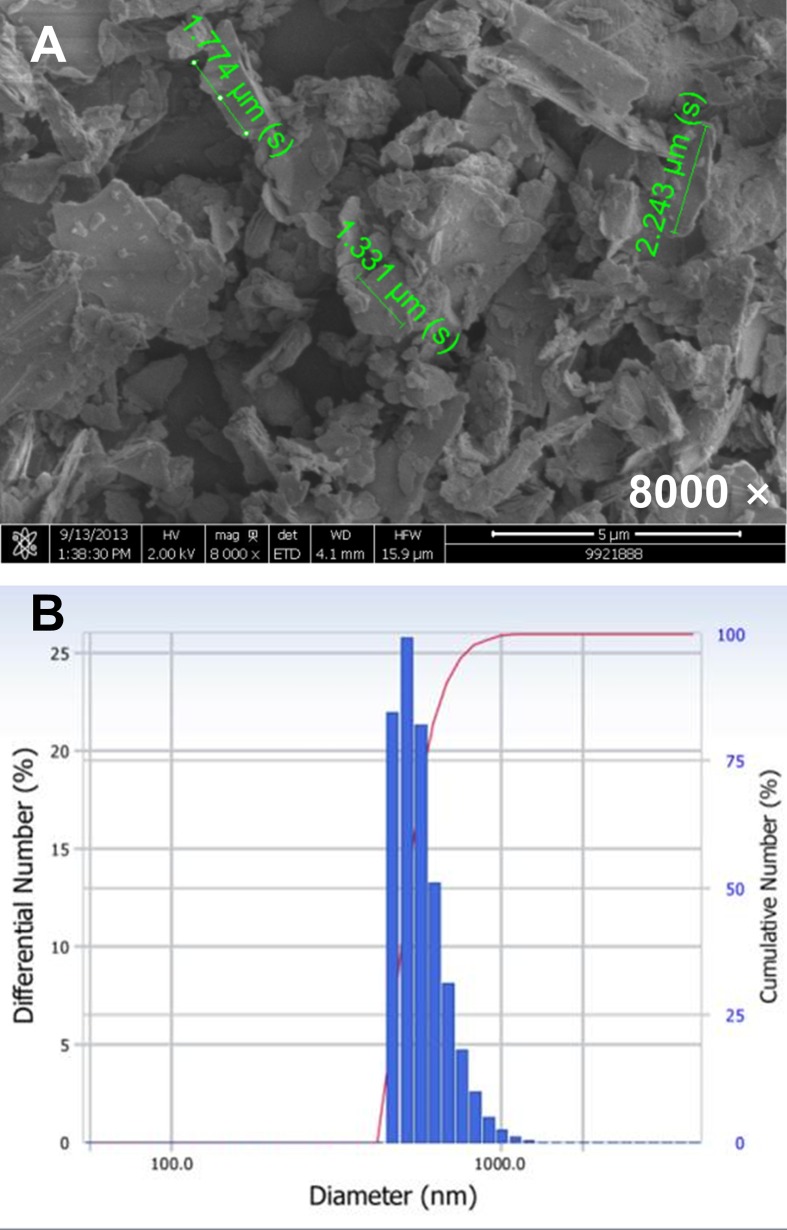
SEM microphotographs (A) and the diameter distribution of mica fine particles (B).

### Effect of MFP on cell proliferation

MFP-treated cells showed proliferative responses until 24 h (Fig. 2). All MFP-treated cells showed significant increases in cell numbers except treatment with 500 μg/mL for 48 h which showed significant decrease (*p* < 0.01). Nontreated cells demonstrated same proliferation pattern as MFP 100 μg/mL treatment, showing high level of proliferative responses compared to the MFP treatment (*p* < 0.01). An appropriate concentration was defined as 100 μg/mL at which a significant decrease of cell population was not observed for 48 h. In addition, we defined early and late treatment time points as 12 h and 48 h, respectively.

**Fig 2:**
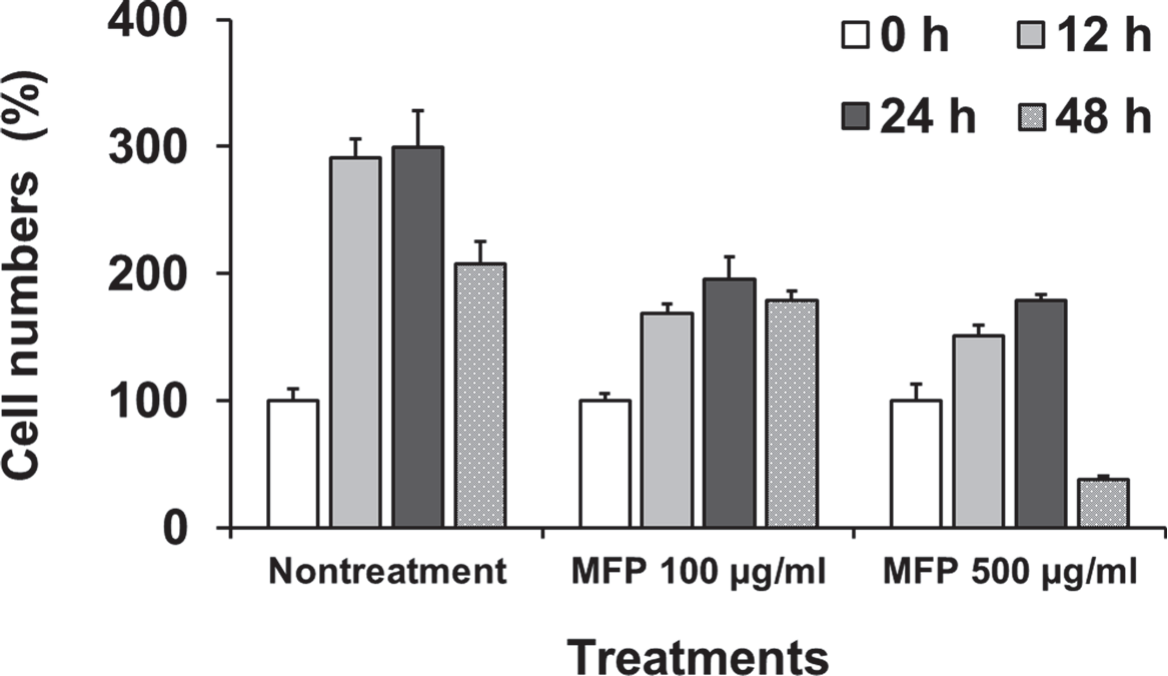
Proliferation of RAW 264.7 cells after treatment with 100 and 500 μg/mL of MFP. Cell proliferation was measured using the MTT assay.

### Microarray analysis of differentially expressed genes after stimulation with MFP

Following MFP treatment for 12 h and 48 h, we observed greater than 2-fold changes in expression of 1,165 of 30,854 genes examined. 

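The cells are of a mouse macrophage cell line, and MFP are milled particles of the aluminosilicate mineral mica. RNA from cells collected at 0 h, 12 h and 48 h was hybridized to 6 Illumina Mouse WG-6 v2.0 beadchip arrays, 2 per time point. The methods give 100 μg/mL for cells collected at all 3 time points, whereas the legend of Fig. 3 calls the 0 h cells nontreated. The 0 h arrays were taken as the nontreated control. The sources used here do not say whether the 2 arrays of a time point came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical. Signals and detection p-values per probe had been exported by the authors from GenomeStudio without normalization between arrays, and the lowest signals, near 70 on every array, show that no background had been subtracted. At 0 h, 16238 and 16352 probes were detected at p under 0.05 in replicates 1 and 2. At 12 h the numbers were 16920 and 16176, and at 48 h they were 17155 and 16372. Median signals were 115 and 111 at 0 h, 105 and 116 at 12 h, and 102 and 110 at 48 h. Following the study's methods, the 14091 probes detected on all 6 arrays were kept, transformed to log2 and quantile normalized together. One probe per gene symbol was taken, the one with the highest mean, which left 9984 features, of which 8149 are named genes and the others are probes without a symbol. A gene was called up-regulated or down-regulated at an adjusted p under 0.05 from limma with a fold change of at least 2. Values of single genes are log2 fold changes ± SE with n = 2 arrays per time point, and genes that the paper names were read on the probe of S1 or S2 Table. The deposited normalized table held 2 separately normalized sets of 3 arrays, with 1 array of each time point in each set: 0 h replicate 1 with 12 h replicate 2 and 48 h replicate 2, and 0 h replicate 2 with 12 h replicate 1 and 48 h replicate 1. A block for the set was run as an alternative, and whether the sets reflect a technical batch or shared cultures or days is not known. As each set holds every time point once, a block for the set leaves the fold changes as they are and lowers the error. Only 2 arrays per time point limit the precision of every value.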

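After 12 h with MFP, the largest rise of a named gene among those detected on all 6 arrays was that of Csprs, at 2.09 ± 0.095 log2 units (4.25-fold, adjusted p = 0.00010). Eno2, an enolase of glycolysis, rose by 1.82 ± 0.10 and Mgarp, a mitochondrial protein, by 1.76 ± 0.11. Among the genes that were down-regulated at 12 h, Mir17hg, the host gene of a microRNA cluster, changed by -1.89 ± 0.11, Skil, a repressor of TGF-β signaling, by -1.67 ± 0.099, and the deubiquitinase gene Usp2 by -1.53 ± 0.092. Gpx1, a glutathione peroxidase, changed by -1.31 ± 0.084 and Gadd45g, a stress-induced growth arrest gene, by -1.29 ± 0.095, with adjusted p of 0.000233 or lower for these 5 genes. In all, 117 genes were up-regulated and 17 down-regulated at 12 h, and 534 were up-regulated and 506 down-regulated at 48 h, 1081 genes together. Without the fold threshold, 1001 genes were higher and 841 lower at 12 h, and 2602 and 2600 at 48 h. With the array set as a block, 1900 were higher and 1959 lower at 12 h without that threshold, and 3332 and 3308 at 48 h. Of the genes up-regulated at 12 h, 80 were also up-regulated at 48 h (68.4%), where independent lists would share 6.26, and of those down-regulated at 12 h, 10 were also down-regulated at 48 h, where independent lists would share 0.862. Both comparisons use the same 0 h arrays, and part of the excess may come from them. In 100 simulations of unchanged groups against shared 0 h arrays at most 2 genes were called at either time, too few for an overlap of calls. Lists of the same lengths were taken there by fold change, in a comparison added after seeing the data. They shared 43 to 69 genes upward, against 80 on these arrays by the same rule, and 6 to 15 downward, against 10. The simulated lists hold unchanged genes, whereas the genes called here changed at least 2-fold. The comparison therefore does not measure how much of the overlap comes from the shared 0 h arrays. Fold changes of at least 2 within the first and the second set of arrays were seen for 115 and 113 genes upward and 15 and 19 downward at 12 h. At 48 h the numbers were 527 and 560 upward and 508 and 544 downward. With the set as a block and the fold threshold, 134 genes were called at 12 h and 1041 at 48 h. The fold threshold sets these counts, since a fold of at least 2 alone gave 117 higher and 17 lower at 12 h, and 534 and 507 at 48 h. From the deposited normalized table limma called 0 genes at 12 h, 133 at an unadjusted p under 0.05 with the same fold threshold and 133 with the set as a block, and 594 genes at 48 h, 1040 with the set as a block.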

Among the 1,165 genes, 116 and 569 genes were up-regulated, and 20 and 559 genes were down-regulated at 12 h and 48 h, respectively (Fig. 3A). Fig. 3B and 3C shows the median of normalized hybridization signals of the genes with altered transcription between the MFP 100 μg/mL treated cells for 12 h or 48 h and for 0 h. Red dots indicate an expression level change of ≥ 2 or ≤ 2-fold for both up- and down-regulated genes with *p* < 0.05. As shown in the graph, a larger number of red dots, indicating more than 2-fold changes in expression, were observed in the MFP-treated cells at 48 h compared to treatment for 12 h.

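Among genes detected on all 6 arrays, the largest rise at 48 h was that of Avil, which encodes the actin-binding protein advillin, at 5.37 ± 0.091 log2 units (41.3-fold, adjusted p = 9.46e-08). Cox6a2, the muscle isoform of a cytochrome c oxidase subunit, rose by 4.87 ± 0.12, Cdsn, the epidermal adhesion protein corneodesmosin, by 4.31 ± 0.13, and Slpi, an inhibitor of leukocyte proteases, by 3.64 ± 0.10. Angptl6, a secreted angiopoietin-like protein, rose by 3.51 ± 0.084, Csprs by 3.15 ± 0.095, and Casp4, an inflammatory caspase, by 3.11 ± 0.11. Among the same genes the largest fall was that of Dmwd, at -3.10 ± 0.10 after -1.24 ± 0.10 at 12 h. Lmcd1, a LIM domain protein, changed by -2.90 ± 0.098, Pclaf, a PCNA-associated factor, by -2.65 ± 0.11, and Lmnb1, lamin B1 of the nuclear lamina, by -2.60 ± 0.10. Rad54l, which acts in homologous recombination, changed by -2.51 ± 0.093, the transcriptional repressor gene Zbtb32 by -2.50 ± 0.10, Ydjc by -2.44 ± 0.11 and Sapcd2 by -2.35 ± 0.095. Adjusted p was 1.98e-06 or lower for each of these genes, and in every called gene both 48 h arrays lay beyond both 0 h arrays. Tested directly against 12 h, 240 genes were higher and 325 lower at 48 h. The genes that passed at both times and were further from 0 h at 48 h included Cdsn, with 3.73 ± 0.13 from 12 h to 48 h, and Slpi, with 2.67 ± 0.10. Within the first set of arrays 238 genes were at least 2-fold higher and 318 lower at 48 h than at 12 h, and within the second 258 and 347. From the deposited normalized table 173 genes were called between 12 h and 48 h, and 565 with the set as a block.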

**Fig 3:**
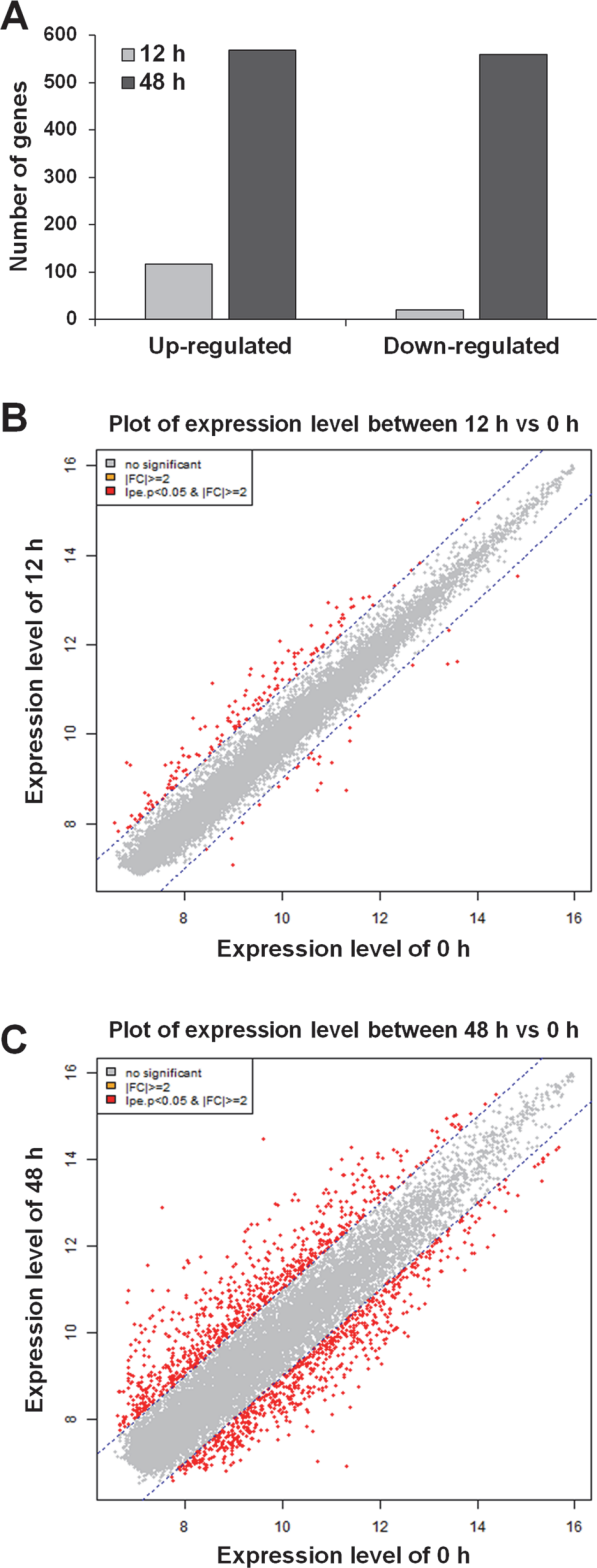
Different gene expression after treatment with 100 μg/mL of MFP. (A) Count of up-and down-regulated genes in RAW 264.7 cells treated with MFP 100 μg/mL compared to nontreated. (0 h; *p* < 0.05, |fold change | ≥ 2). (B) and (C) Plots of the expression level between nontreated cells versus those treated with 100 μg/mL MFP for 12 or 48 h. Red dots present an expression level change of ≥ 2 or ≤ -2-fold for both up- and down-regulated genes. Expression levels were calculated by base 2 logarithm of normalized hybridization signals from each sample.

### Gene set enrichment analysis

Each of the up- and down-regulated genes were categorized by using gene set enrichment analysis using the PANTHER classification database to detect coordinated changes in pre-specified sets of related genes. This revealed that 10 molecular function categories (Fig. 4) and 13 biological process categories (Fig. 5) were associated with transcriptional changes following treatment with MFP 100 μg/mL. Most of the differentially up- and down-regulated genes were involved in two molecular function categories (binding and catalytic activity) and two biological process categories (metabolic and cellular processes).

**Fig 4:**
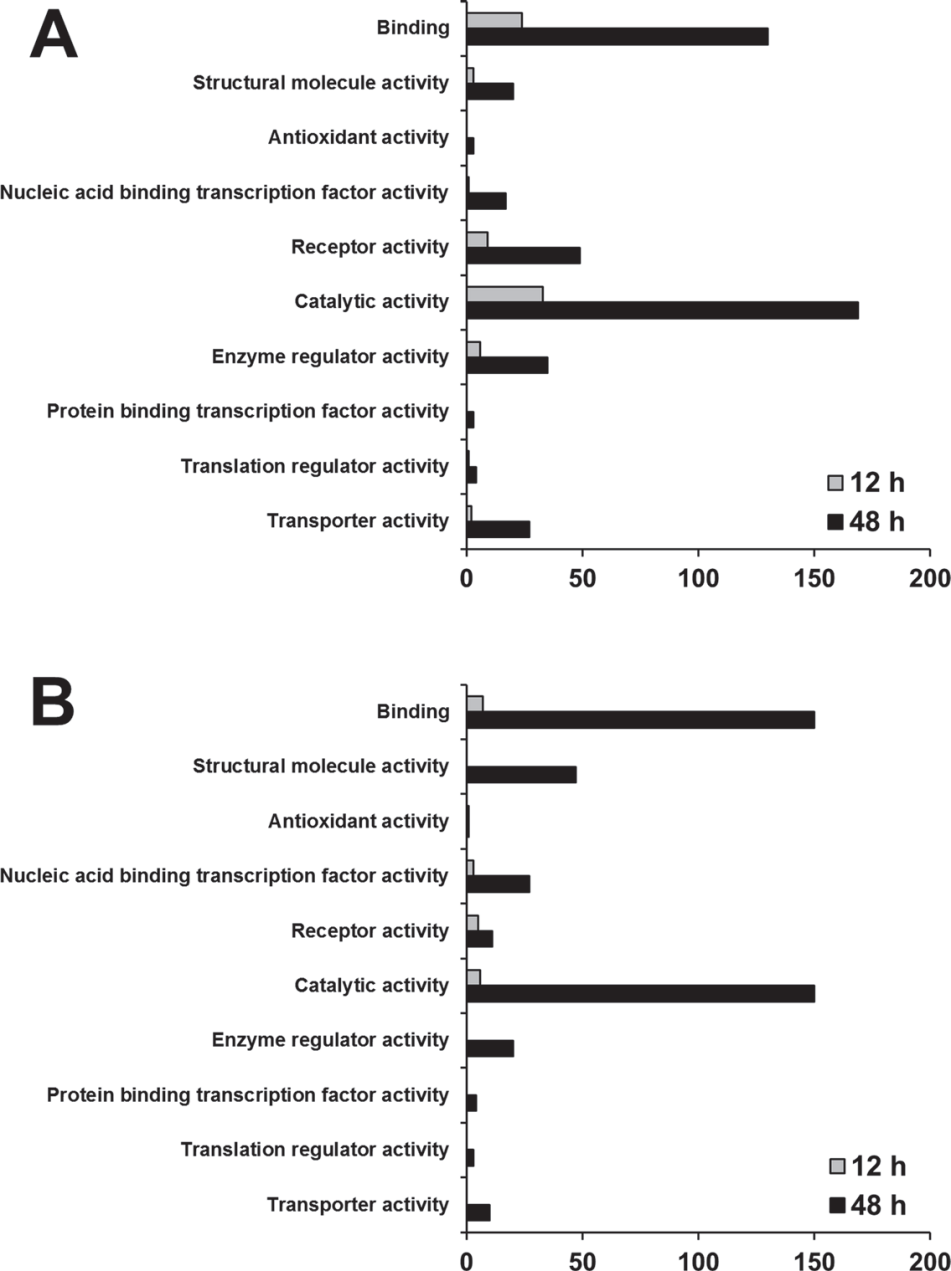
Categorization by molecular function of genes showing significant regulation. Up-regulated transcripts (A) and down-regulated transcripts (B) in RAW 264.7 macrophage at 12 h and 48 h post treatment with 100 μg/mL MFP. (*p* < 0.05, Fisher’s exact test)

**Fig 5:**
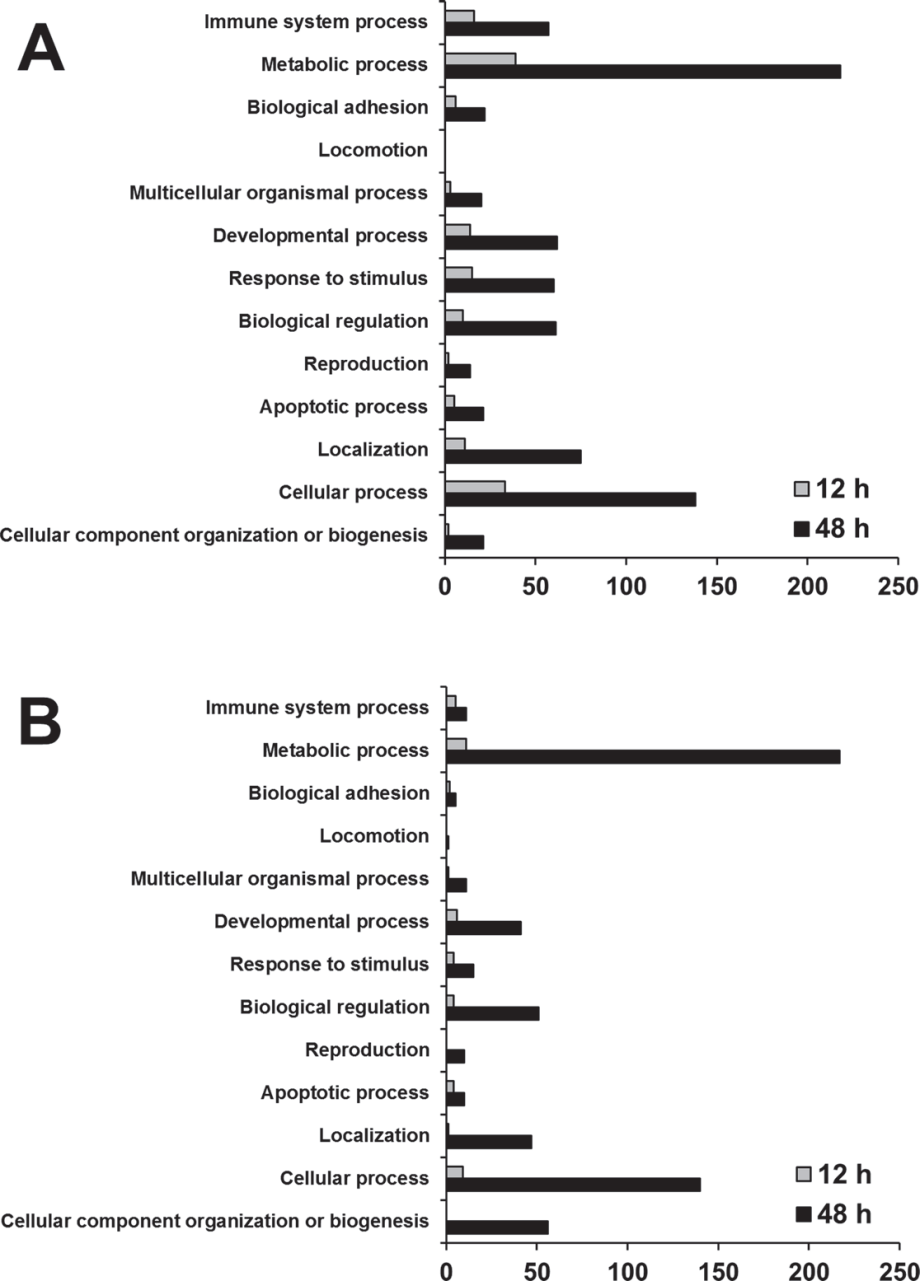
Categorization by biological process of genes showing significant regulation. Up-regulated transcripts (A) and down-regulated transcripts (B) in RAW 264.7 macrophage at 12 h and 48 h post treatment with 100 μg/mL MFP. (*p* < 0.05, Fisher’s exact test)

### Clustering Analyses

The 1,165 genes that were differentially expressed were subjected to unsupervised hierarchical clustering. 

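Over the 1081 genes up- or down-regulated at 12 h or 48 h, average linkage placed the 4 arrays of 0 h and 12 h in one group and the 2 arrays of 48 h in the other. The Euclidean distance between the mean log2 profiles of these genes was 20.9 between 0 h and 12 h, 38.2 between 12 h and 48 h, and 50.7 between 0 h and 48 h. The last distance is 2.42 times the first. The 2 arrays of one time point were 5.86 apart at 0 h, 6.43 at 12 h and 6.22 at 48 h, and these genes were chosen for their change on the same arrays. Over all 9984 features tested the 3 distances were 31.4, 50.1 and 64.4, and the ratio of the last to the first was 2.05. Between single arrays over all these features, the 2 arrays of one time point were 19.1, 19.6 and 20.2 apart at 0 h, 12 h and 48 h, while an array of 0 h and one of 12 h were 32.5 to 37.2 apart, and arrays of 12 h and 48 h 49.9 to 53.4.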

As shown Fig. 6A, experimental groups could be divided into two groups by 0 and 12 h versus 48 h based on gene expression. QTC analysis revealed that gene expression patterns according to MFP treatment were classified under six clusters (Fig. 6B). Cluster 1, 2, 3, 4, 5, and 6 contained 524, 504, 57, 36, 34, and 10 genes, respectively. Cluster 1 and 2 presented the genes showing continuous up- and down-regulation, respectively. 

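The 524 genes that S1 Table lists in cluster 1 had a mean log2 fold change of 0.57 ± 0.38 (SD across genes) at 12 h and 1.55 ± 0.58 at 48 h. Of them 325 rose at 12 h at an adjusted p under 0.05 and 199 did not pass the test, with 72 at least 2-fold higher, and 524 rose at 48 h. Cluster 1 holds Gadd45a, a growth arrest and DNA damage gene, Cd274, the immune checkpoint ligand PD-L1, and Cd74, the invariant chain of MHC class II. The 504 genes of cluster 2, with the replication helicase gene Mcm5, the mitotic kinase gene Plk1 and the cyclin gene Ccne2 among them, averaged -0.41 ± 0.23 at 12 h and -1.43 ± 0.39 at 48 h. In this cluster 237 genes fell at 12 h, 267 did not pass, and 503 fell at 48 h. Between 12 h and 48 h, 482 genes of cluster 1 rose and 492 of cluster 2 fell. With the array set as a block, 447 genes of cluster 1 rose and 402 of cluster 2 fell at 12 h. The study formed the clusters from the same arrays, so their direction is not independent evidence.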

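Cluster 3 of S1 Table holds genes of cholesterol synthesis, among them Lss, lanosterol synthase, with 1.05 ± 0.098 at 12 h and -1.32 ± 0.098 at 48 h, and Cyp51, lanosterol demethylase, with 0.73 ± 0.092 and -1.42 ± 0.092. Cluster 5 holds the transcription factor gene Klf2, with -0.29 ± 0.15 at 12 h and 1.33 ± 0.15 at 48 h, and the clock output gene Dbp, with -0.045 ± 0.11 and 2.03 ± 0.11. Adjusted p was 0.00221 or lower for Lss and Cyp51 at 12 h and 0.205 or higher for Klf2 and Dbp, which did not pass at 12 h, but with the set as a block Klf2 did (adjusted p = 0.0349). It was 0.000162 or lower for all 4 at 48 h. The 57 genes of cluster 3 averaged 0.37 ± 0.40 (SD across genes) at 12 h and -1.25 ± 0.46 at 48 h on the log2 scale. At 12 h 21 of them rose at an adjusted p under 0.05, 9 at least 2-fold, and 36 did not pass, and at 48 h 53 fell. Of this cluster 56 genes fell between 12 h and 48 h, and 26 rose at 12 h with the array set as a block. The 34 genes of cluster 5 averaged -0.16 ± 0.25 at 12 h, where 2 fell and 32 did not pass, and 1.28 ± 0.42 at 48 h, where all 34 rose. With the set as a block 7 genes of cluster 5 fell at 12 h. Both clusters were formed by the study on these arrays. Lss and Klf2 had -1.33 and 1.33 at 48 h in the deposited normalized table and did not pass (adjusted p = 0.0548 and 0.0787). There Lss and Klf2 passed with the set as a block (adjusted p of 4.85e-08 or lower).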

The genes involved cluster 3 and 5 showed no noticeable expression changes at 12 h, however, down- and up-regulation were observed at 48 h in two clusters, respectively. The genes showing up-regulation at 12 h and then down-regulation at 48 h were classified as cluster 4. 

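All 36 genes of cluster 4 rose at 12 h, by a mean of 1.32 ± 0.31 log2 units (SD across genes). At 48 h their mean was 0.71 ± 0.46 against 0 h, with all 36 above 0 h and 26 of them passing the test as higher than at 0 h. From 12 h to 48 h 0 of the genes passed the test as higher and 21 as lower. Among them Adm, which encodes the vasodilator peptide adrenomedullin, rose by 1.74 ± 0.098 at 12 h and stood 0.24 ± 0.098 from 0 h at 48 h, where it did not pass (adjusted p = 0.0746), but did with the set as a block (adjusted p = 0.0148). Ier3, an immediate early response gene, had 1.37 ± 0.087 and 0.45 ± 0.087, and Egln3, an oxygen-sensing prolyl hydroxylase, 1.23 ± 0.11 and 0.19 ± 0.11, the latter not passing the test with or without the set as a block. Mgarp fell by 1.13 ± 0.11 between 12 h and 48 h (adjusted p = 0.00014) and stood 0.63 above 0 h at 48 h. Mgarp and Ier3 had 0.63 and 0.45 at 48 h in the deposited normalized table and did not pass (adjusted p = 0.42 and 0.561). There Mgarp and Ier3 passed with the set as a block (adjusted p of 0.000162 or lower).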

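The 10 genes of cluster 6 had a mean log2 fold change of -1.33 ± 0.37 (SD across genes) at 12 h, and all 10 passed the test there, with and without the array set as a block. At 48 h the mean was -1.01 ± 0.54, with all 10 genes below 0 h and 9 of them passing the test as lower. Between 12 h and 48 h 4 genes of this cluster rose. Skil and Mir17hg, which fell at 12 h, had 0.24 ± 0.099 and 0.089 ± 0.11 between 12 h and 48 h and did not pass the test (adjusted p = 0.092 and 0.56), but with the set as a block Skil did (adjusted p = 0.0217).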

Cluster 6 demonstrated the genes that showed no noticeable expression change since down-regulation at 12 h. The clustering result of all genes showing altered expression is provided in S1 Table.

**Fig 6:**
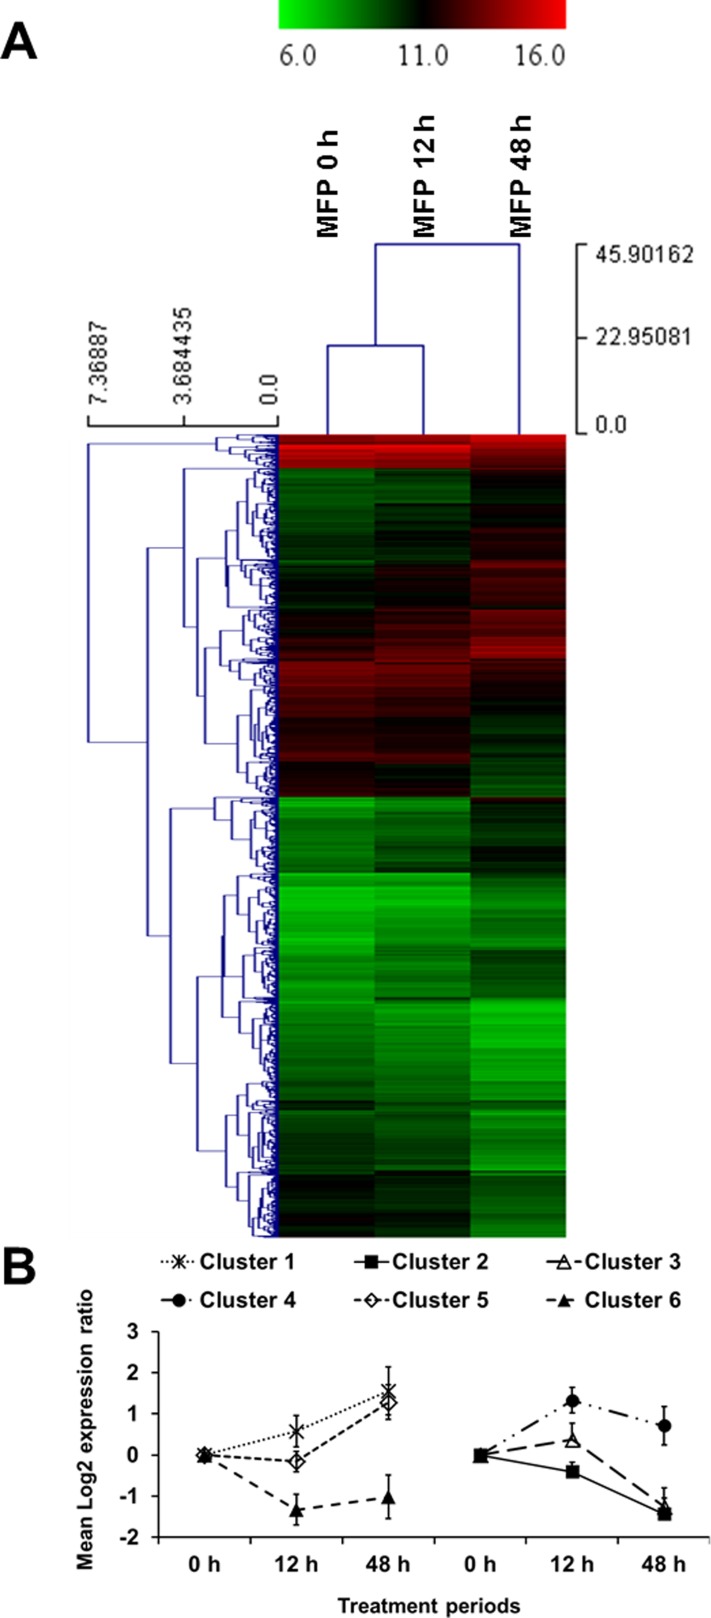
Unsupervised hierarchical clustering (A) and expression pattern profiles according to quality threshold clustering (B). The clustering results were determined using differentially expressed genes after treatment with 100 μg/mL of MFP. (*p* < 0.05, |fold change | ≥ 2)

### Analyses of affected pathways

In order to elucidate whole chains of events caused by differently expressed genes involved each cluster of QTC, KEGG pathway mapping was conducted with significant regulated genes in each cluster. Among pathways constructed using the differentially expressed genes classified as cluster 3, 4, 5, and 6, there was no pathway represented by more than 10 genes. In case of differentially regulated genes involved cluster 1 and 2, total 114 genes were listed on 9 pathways (S2 Table). 

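All 114 genes that S2 Table places on these pathways passed the test at 48 h, 55 as higher and 59 as lower than at 0 h. The 24 lysosome genes, which encode digestive enzymes and membrane proteins, all rose, with a median log2 fold change of 1.31, as did the 11 endocytosis genes with 1.89 and the 10 antigen processing genes with 1.90. Of the phagosome genes 17 rose and 4 fell, and of the cell adhesion genes 13 rose and 1 fell, with medians of 1.31 and 1.92. The 19 pyrimidine genes, the 16 purine genes and the 17 genes of DNA replication all fell, with medians of -1.32, -1.32 and -1.57. Cell cycle genes fell in 23 cases and rose in 3, with a median of -1.80. At 12 h 29 of the genes of S2 Table rose, 34 fell and 51 did not pass, and adjusted over the list alone 39 rose and 45 fell. With the array set as a block 48 rose and 49 fell at 12 h. The study selected these genes for a fold change of more than 2 on the same arrays, so the counts are not independent evidence.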

Pathways of cell cycle, lysosome, phagosome, pyrimidine metabolism, purine metabolism, cell adhesion molecules, DNA replication, endocytosis, and antigen processing and presentation were represented by 26, 24, 21, 19, 16, 14, 16, 11, and 10 genes, respectively. In addition, lysosome, phagosome, cell adhesion molecules, endocytosis, and antigen processing and presentation pathways were mainly associated with cluster 1 whereas cell cycle, purine metabolism, pyrimidine metabolism, and DNA replication pathways were represented by mainly genes of cluster 2. 

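The genes of the lysosome, endocytosis and antigen processing pathways in S2 Table are all in cluster 1, 24, 11 and 10 of them. The phagosome genes divide into 17 of cluster 1 and 4 of cluster 2, and the cell adhesion genes into 13 and 1. The pyrimidine, purine and DNA replication genes are all in cluster 2, and of the cell cycle genes 3 are in cluster 1 and 23 in cluster 2. Within S2 Table, the 8 glycosidase genes had a median log2 fold change of 1.35 at 48 h and 0.61 at 12 h. The 4 phagosome-promoting receptor genes had 2.08 and 0.84. The 18 enzymes of nucleotide metabolism had a median of -1.32 at 48 h and -0.44 at 12 h. Every detected member of 11 gene lists was also plotted, whether it changed or not. Left out of the plot were the lists of phagocytic receptors, NADPH oxidase, cyclins and G1/S regulators, and MHC class II. Among those, phagocytic receptors and NADPH oxidase did not pass at 48 h by camera, a test of a list against other genes, in the main fit. The plotted lists include genes that the study selected on the same arrays, and S1 and S2 Table had been seen before. They are therefore only partly independent of that selection.

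**Figure D1:**
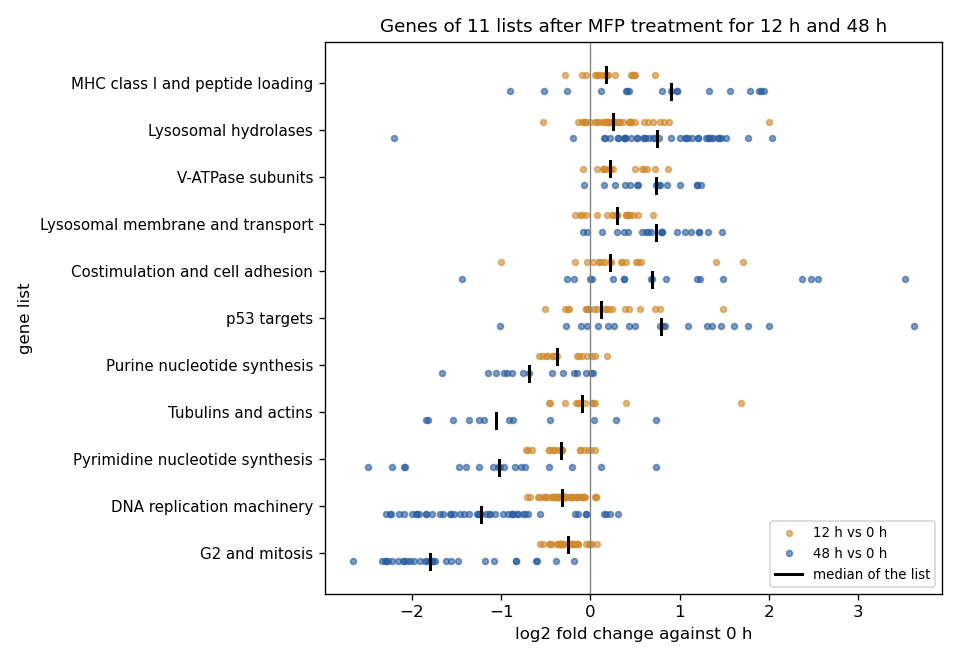
Each dot is one detected gene of one of 11 gene lists, with the log2 fold change against 0 h on the x axis and the gene list on the y axis. Orange dots are 12 h, blue dots 48 h, and black bars are medians. The medians at 48 h of the lists of lysosome, MHC class I, costimulation and p53 genes lie above 0, and those of DNA replication, G2 and mitosis, nucleotide synthesis, and tubulins and actins lie below 0.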

Figs. 7 and 8 conducted using KEGG mapper show the pathways of cell cycle and phagosome, respectively. 

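Gadd45a, the Gadd45 family member in S2 Table, rose by 0.73 ± 0.084 log2 units at 12 h (adjusted p = 0.0017) and by 3.63 ± 0.084 at 48 h (12.4-fold, adjusted p = 6.14e-07). This growth arrest gene is induced by DNA damage. Gadd45g, of the same family, was among the genes down-regulated at 12 h. Cdkn1a, which encodes the cyclin-dependent kinase inhibitor p21, rose by 0.78 ± 0.13 at 12 h (adjusted p = 0.00809) and by 1.37 ± 0.13 at 48 h (adjusted p = 9.39e-05). Mdm2, the ubiquitin ligase that targets p53, had 0.29 ± 0.090 at 12 h and did not pass (adjusted p = 0.0671), but did with the set as a block (adjusted p = 0.011), and rose by 1.40 ± 0.090 at 48 h (adjusted p = 1.24e-05). The step from 12 h to 48 h was 2.90 ± 0.084 for Gadd45a, 0.59 ± 0.13 for Cdkn1a and 1.11 ± 0.090 for Mdm2, and passed for all 3. Cdkn1a had 1.37 at 48 h in the deposited normalized table and did not pass (adjusted p = 0.0901). There Cdkn1a passed with the set as a block (adjusted p = 6.39e-10).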

The genes of *Gadd45*, *Cip1* (*Cdkn1a*), and *Mdm2* involved in cell cycle pathway showed gene expression pattern of cluster 1 (Fig. 7). In addition, down-regulation in gene expression associated with microtubule activity was observed in Fig. 8.

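The tubulin genes that the paper names, which encode subunits of microtubules, were down-regulated at 48 h. Tubb2c (now Tubb4b) changed by -1.84 ± 0.10, Tubb5 by -1.82 ± 0.12, Tuba1a by -1.54 ± 0.10, Tuba1b by -1.36 ± 0.095 and Tubb6 by -1.25 ± 0.10, with adjusted p of 3.8e-05 or lower. At 12 h Tubb2c changed by -0.47 ± 0.10 (adjusted p = 0.0215), and the other 4 did not pass, with log2 fold changes of 0.022 for Tuba1a, -0.16 for Tuba1b, -0.28 for Tubb5 and 0.055 for Tubb6, but with the set as a block Tubb5 did (adjusted p = 0.0113). Tubb2b, another β-tubulin, rose by 1.69 ± 0.20 at 12 h and had 0.043 ± 0.20 at 48 h. Of the 12 detected members of the list of tubulins and actins, 9 fell and 1 rose at 48 h, in equal numbers when adjusted over the list alone (9 and 2 with the set as a block), and 1 rose and 2 fell at 12 h, or 2 rose and 3 fell with the set as a block. The list's median at 48 h was -1.05, or -1.07 and -1.18 within the first and the second set of arrays. Camera gave an adjusted p of 0.00117 for the shift at 48 h (0.00155 with the set as a block) and 0.0975 with an estimated correlation, and an adjusted p of 0.592 at 12 h. Tubulin genes are close in sequence and their probes may share signal, and a second probe of Tuba1a had -0.34 at 48 h. Tubb6 had -1.25 at 48 h in the deposited normalized table and did not pass (adjusted p = 0.0645). There Tubb6 passed with the set as a block (adjusted p = 5.09e-09).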

**Fig 7:**
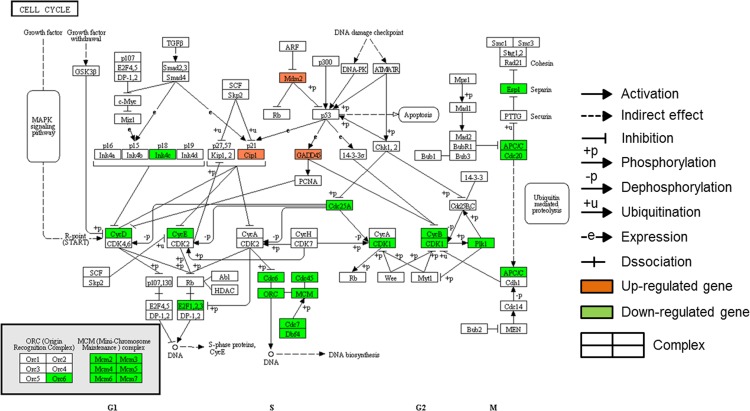
Genes showing altered expression in the cell cycle pathway after treatment of MFP 100 μg/mL. Activation of p53 enhances expression of Gadd45 and Cip1 (*Cdkn1a*). Up-regulation of Gadd45 and Cip1 inhibit CycD (*Ccnd3*). CycE (*Ccne1* and *2*) and CycB (*Ccnd3*) are also down-regulated by Cip1 and Gadd45, respectively. Reduced expression of CDK1 (*Cdc2a*) leads to down-regulation of Plk1, which has critical function during mitosis. In addition, down-regulation of Cdc6, ORC (*Orc6l*), Cdc45 (*Cdc45l*), MCM, and EfF2 result in reduction of DNA synthesis. Reduced expression of APC/C (*Anapc5*) and Cdc20 down-regulates expression of Espl (*Espl1*), thereby affecting on chromosome segregation. This pathway map was conducted using KEGG mapper.

**Fig 8:**
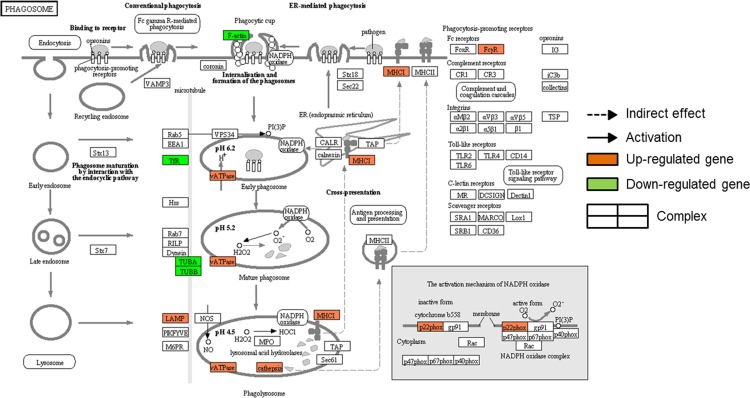
The genes showing altered expression in the phagosome pathway after treatment of MFP 100 μg/mL. The MFP treatment down-regulated genes associated with microtubule activity such as F-actin (*Actb*), TfR (*Tfrc*), TUBA (*Tuba1a* and *1b*), and TUBB (*Tubb2c*, *5*, and *6*). Activation of NADPH oxidase by up-regulation of p22phox (*Cyba*) enhances catabolic activities in phagosome. vATPase (*Atp6v0a1*, *Atp6v1a*, *Atp6v1d*, and *Atp6v1g1*), which was up-regulated by MFP treatment, plays an critical role in receptor-mediated endocytosis by providing the acidic endosomal environment in phagosome. As proteases, cathepsin (*Ctsl* and *Ctss*) were also up-regulated by MFP treatment. MHC І (*H2-D1*,-*K1*,-*Q6*,-*Q7*,-*Q8*, and-*T23*) and FcγR (*Fcgr1*, *2b*, *3*, and *4*), which play role in phagosome activation as antigen presenting molecules and phagocytosis-promoting receptors, were also up-regulated by MFP treatment. This pathway map was conducted using KEGG mapper.

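Among the Fcγ receptor genes, whose products bind antibody-coated particles, Fcgr4 rose by 3.01 ± 0.13 at 48 h (8.08-fold), Fcgr3 by 2.47 ± 0.097, Fcgr1 by 1.68 ± 0.093 and the inhibitory receptor gene Fcgr2b by 1.05 ± 0.099, with adjusted p of 7.65e-05 or lower. At 12 h Fcgr3 was 2.47-fold higher, Fcgr4 rose by 1.05 ± 0.13 and Fcgr2b by 0.63 ± 0.099, and Fcgr1 had 0.17 ± 0.093 and did not pass with or without the set as a block. The MHC class I genes, which present peptides to T cells, rose at 48 h by 1.93 ± 0.12 for H2-D1, 1.91 ± 0.22 for H2-K1, 1.89 ± 0.19 for H2-Q6, 1.95 ± 0.13 for H2-Q7, 1.56 ± 0.34 for H2-Q8 and 1.97 ± 0.12 for H2-T23, with adjusted p of 0.00574 or lower. At 12 h H2-T23 rose by 0.81 ± 0.12, and the others had log2 fold changes of 0.085 for H2-Q8 to 0.50 for H2-K1 and did not pass, H2-Q7 with an adjusted p of 0.0524 over probes and 0.0491 over features. With the set as a block H2-D1, H2-K1, H2-Q6 and H2-Q7 passed at 12 h (adjusted p of 0.00493 or lower). Cyba, the p22phox subunit of the NADPH oxidase, had 0.14 ± 0.10 at 12 h, which did not pass with or without the set as a block, and rose by 1.09 ± 0.10 at 48 h (adjusted p = 7.82e-05). Of 17 detected phagocytic receptor genes, 9 rose and 4 fell at 48 h, also when adjusted over the list alone, and 5 rose and 3 fell at 12 h (5 and 5 over the list alone), or 6 rose and 5 fell with the set as a block. Itgb5, the integrin β5 subunit, changed by -0.73 ± 0.089 at 12 h and rose by 0.57 ± 0.089 at 48 h. As a list the receptors, with medians of 0.29 at 48 h and 0.17 at 12 h, did not pass by camera (adjusted p = 0.0833 and 0.592). Within the first and the second set of arrays their medians were 0.34 and 0.28 at 48 h, and 0.050 and 0.076 at 12 h. At 48 h they passed by camera from the deposited normalized table (adjusted p = 0.0283) and for the mean of a gene's probes (adjusted p = 0.0409), and by fry, which does not compare a list with other genes (adjusted p = 0.000754). Of 5 detected subunit genes of the NADPH oxidase, 2 rose and 1 fell at 48 h (median 0.12, adjusted p = 0.593). The median of these genes was -0.075 within the first set and 0.33 within the second, so its sign turned with the set. At 12 h none passed by limma over all genes or over the list alone, while 0 rose and 1 fell at an unadjusted p under 0.05, and 1 fell with the set as a block. The MHC class I genes are close in sequence and their probes may share signal, and without 0 h replicate 1 H2-Q8 did not pass at 48 h. Fcgr2b, Cyba and Itgb5 had 1.05, 1.10 and 0.57 at 48 h in the deposited normalized table and did not pass (adjusted p = 0.145, 0.0835 and 0.383). There these 3 passed with the set as a block (adjusted p of 2.38e-05 or lower).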

### Validation of microarray data

To verify the microarray results, qRT-PCR was also conducted using the same experimental RNA samples with 7 selected genes that showed altered expression and involved lysosome, phagosome, cell cycle, pyrimidine metabolism, and/or purine metabolism functions. 

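On the arrays, the lysosomal phospholipase gene Pla2g15 rose by 1.35 ± 0.10 log2 units (2.55-fold) at 48 h, Lamp2, which encodes a major lysosomal membrane protein, by 1.69 ± 0.11 (3.23-fold), and Arsb, the lysosomal arylsulfatase B, by 1.10 ± 0.10 (2.14-fold), with adjusted p of 6.91e-05 or lower. Nme1, a nucleoside diphosphate kinase, changed by -1.04 ± 0.090, Rrm1, the large subunit of ribonucleotide reductase, by -2.09 ± 0.11, Ccne1, cyclin E1, by -1.49 ± 0.13, and Espl1, the protease separase, by -1.77 ± 0.10, with adjusted p of 5.21e-05 or lower. At 12 h Lamp2 rose by 0.39 ± 0.11, Arsb by 0.46 ± 0.10, and Ccne1 changed by -0.62 ± 0.13. The other 4 did not pass at 12 h, with 0.33 for Pla2g15, -0.11 for Nme1, -0.31 for Rrm1 and -0.35 for Espl1, but with the set as a block Pla2g15, Rrm1 and Espl1 did (adjusted p of 0.012 or lower). The adjusted p of Espl1 at 12 h was 0.050 over probes, before rounding just above the threshold, and 0.047 over features. A second probe of Arsb had 0.36 at 48 h, and of the other probes of Lamp2 one had -0.046 and the others between 1.07 and 1.59. Pla2g15, Arsb and Nme1 had 1.35, 1.09 and -1.04 at 48 h in the deposited normalized table and did not pass (adjusted p = 0.0673, 0.10 and 0.114). There these 3 passed with the set as a block (adjusted p of 1.95e-08 or lower). The qRT-PCR used the same RNA as the arrays and was not analysed here.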

As shown Fig. 9, all genes tested by qRT-PCR showed same direction in expression levels as the microarray results.

**Fig 9:**
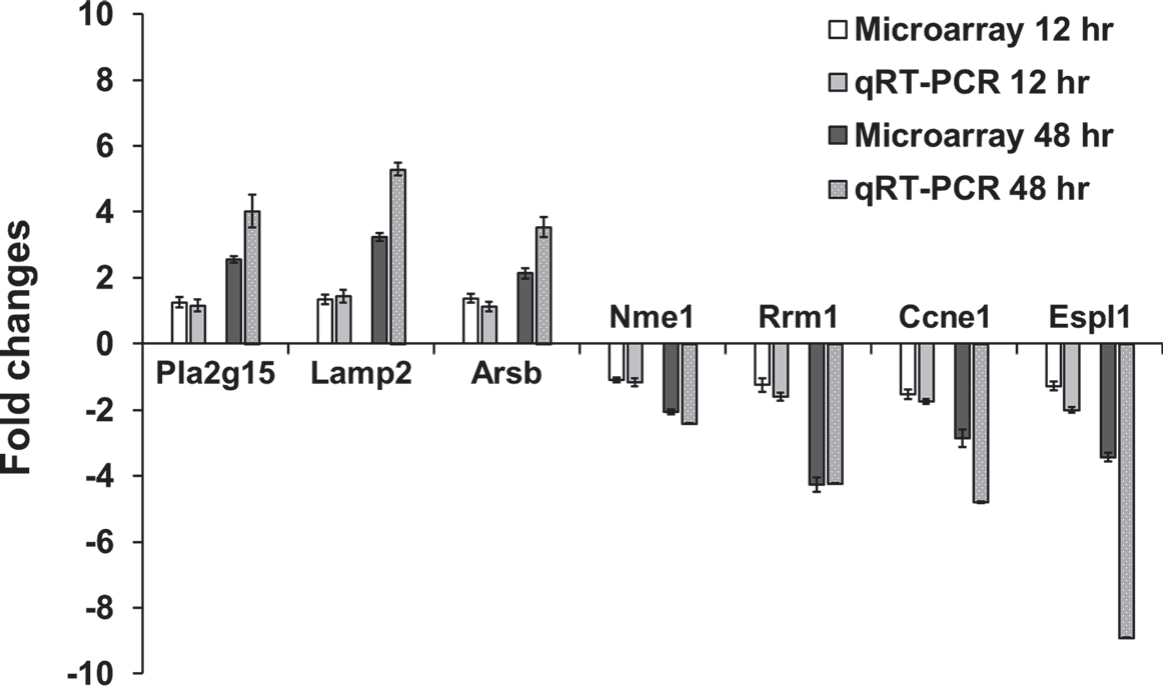
Validation of microarray data *via* quantitative RT-PCR. The relative expression level was normalized to the level of GAPDH expression using the 2^-ΔΔCT^ method.

## Discussion

The immune enhancement effects of mica are clear based on the results of several previous studies [3–7, 9]. Aluminosilicate, one of the major ingredients of mica, is known to play an important role in stimulating an immune response *via* inducing the activation of macrophages [4, 6, 7, 9]. Nonetheless, few studies have addressed the mechanism of macrophage activation by mica. Our current analysis of the macrophage response to mica is, to our knowledge, one of the first to infer macrophage signaling networks that are modulated by mica treatment.

As shown in Fig. 3, the number of genes that showed changes in gene expression level at 48 h increased more than those of 12 h. In addition, unsupervised hierarchical clustering results showed that gene expression pattern of 0- and 12-h treated cells formed high level of similarity compared to 48 h. On the other hand, gene expression at 48 h was different from those of 0- and 12-h treated cells. Together these data reveal that a 12-h MFP treatment has no noticeable effect on gene expression, whereas a 48-h treatment elicits significant changes. 

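At 12 h, the lists of cholesterol synthesis, interferon-stimulated genes, cytokines and chemokines, and glycolysis and hypoxia were shifted above 0 h, though not every member passed. Of 17 detected genes of cholesterol synthesis 11 rose and none fell by limma (0 at an unadjusted p under 0.05) (13 rose when adjusted over the list alone), with a median of 0.63, and Mvd, mevalonate diphosphate decarboxylase, rose by 1.32 ± 0.094 and Nsdhl, a sterol dehydrogenase, by 1.07 ± 0.092. Of 23 interferon-stimulated genes 19 rose and none fell by limma (0 at an unadjusted p under 0.05) (20 over the list alone), with a median of 0.53, led by the antiviral protein gene Rsad2, 3.48-fold higher, and Usp18, which removes the ubiquitin-like modifier ISG15, with 1.34 ± 0.089. Of 10 cytokine and chemokine genes 8 rose and none fell by limma (0 at an unadjusted p under 0.05), the same numbers over the list alone, with a median of 0.53, among them the neutrophil chemokine gene Cxcl2 with 1.74 ± 0.11, Il1rn, the interleukin-1 receptor antagonist, with 1.72 ± 0.094, and the macrophage chemokine genes Ccl3 and Ccl4 with 1.09 ± 0.088 and 1.18 ± 0.10. Of 25 genes of glycolysis and hypoxia 11 rose and none fell by limma (0 at an unadjusted p under 0.05) (13 over the list alone, 18 with the set as a block), with a median of 0.38, and the stress-induced gene Ndrg1 rose by 2.00 ± 0.16 and Vegfa, the vascular growth factor, by 1.13 ± 0.11. Camera gave adjusted p of 2.68e-09, 2.09e-11, 1.5e-06 and 1.02e-08 for these 4 lists in that order, 6.16e-10, 1.5e-11, 1.27e-06 and 2.2e-09 with the array set as a block, and adjusted p of 0.0953, 0.0953, 0.114 and 0.0953 with an estimated correlation. Medians within the first and the second set were 0.62 and 0.70, 0.65 and 0.51, 0.56 and 0.54, and 0.36 and 0.36. Of the 70 genes the paper names, 30 passed the test at 12 h, 15 as higher and 15 as lower, and 54 with the set as a block, while all 70 passed at 48 h, 32 as higher and 38 as lower. The sign was the same in both sets for 64 of them at 12 h and for all 70 at 48 h. Of 196 probes of genes named in the text 123 passed at 12 h. None of these passed in the deposited normalized table by limma (64 at an unadjusted p under 0.05), and all 123 passed in that table with the set as a block, with log2 fold changes within 0.0150 of those given here. No untreated cells at 12 h or 48 h were analysed here, so the time in culture and the treatment change together. From the larger number of genes past 2-fold at 48 h and the clustering of the 0 h and 12 h arrays apart from those of 48 h, the paper concludes that 12 h of MFP had no noticeable effect on gene expression and that 48 h elicited significant changes.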

The QTC analysis showed that differently expressed genes by MFP treatment could be classified into 6 clusters. As the results, most of up- and down-regulated genes were involved in cluster 1 and 2; therefore, it could be thought that MFP-treated cells were mainly affected by the genes of these clusters. The KEGG mapping analysis also supported this suggestion. All of the identified pathways, which are represented by more than 10 genes, were mostly conducted with the genes involved cluster 1 and 2. Based on the results, it was determined that the pathways of cell cycle, lysosome, phagosome, pyrimidine metabolism, purine metabolism, cell adhesion molecules, DNA replication, endocytosis, and antigen processing and presentation were significantly affected by MFP treatment.

Among the identified pathways, the cell cycle pathway, which contained the largest number of genes showing different expression, is involved in cell division and proliferation (Fig. 7). The key regulatory enzymes in the cell cycle pathway are cell division cycle kinases (*Cdc*s) and cyclin-dependent kinases (*CDK*s) [18–20]. Genes related to the cell cycle pathway, such as *Cdkn2c*, were generally down-regulated after MFP treatment, and exhibited an expression pattern that placed them in cluster 2. On the other hand, *Cdkn1a*, *Gadd45*, and *Mdm2*, which are cell cycle-related genes that were all up-regulated, were classified into cluster 1. This result was thought that up-regulation of *Cdkn1a*, *Gadd45*, and *Mdm2* was associated with the p53 pathway. It was known that the tumor suppressor p53 plays an important role in cellular stress response pathway [21–23]. p53 activity is kept low under non-stressed conditions by its predominant negative regulator, *Mdm2* [21]. However, under certain circumstances such as cell stress, drug treatment, or hypoxia, p53 protein is accumulated and is activated in order to prevent uncontrolled growth. 

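Cdkn2c, which encodes the cyclin-dependent kinase inhibitor p18, changed by -0.35 ± 0.089 at 12 h (adjusted p = 0.0327) and by -1.09 ± 0.089 at 48 h (adjusted p = 3.78e-05). Ccne2, cyclin E2 of the G1/S transition, changed by -0.66 ± 0.10 and -2.37 ± 0.10 at the 2 times, E2f2, a transcription factor of S-phase genes, by -1.97 ± 0.22 at 48 h, and Mybl2, a transcription factor of proliferating cells, by -1.16 ± 0.10 and -2.82 ± 0.10. E2f2 had -0.75 ± 0.22 at 12 h and did not pass (adjusted p = 0.0536), but did with the set as a block (adjusted p = 5.28e-06). Ccnd3, cyclin D3, had -0.074 ± 0.10 at 12 h, which did not pass with or without the set as a block, and -1.09 ± 0.10 at 48 h, where it passed (adjusted p = 7.88e-05). Of 19 detected cyclins, cyclin-dependent kinases and G1/S regulators, 13 fell and 2 rose at 48 h, also when adjusted over the list alone. At 12 h 6 fell and 1 rose, or 9 and 1 over the list alone, or 4 rose and 10 fell with the set as a block. The list's median at 48 h was -0.78, -0.77 and -0.76 within the 2 sets, with a camera adjusted p of 0.000203 (0.000154 with the set as a block) and an adjusted p of 0.0975 with an estimated correlation. At 12 h its camera adjusted p was 0.0223, and 0.153 with an estimated correlation. Other probes of Cdkn2c had -0.39 and -1.47 at 48 h. Cdkn2c and Ccnd3 had -1.10 and -1.09 at 48 h in the deposited normalized table and did not pass (adjusted p = 0.105 and 0.131). There Cdkn2c and Ccnd3 passed with the set as a block (adjusted p of 1.1e-08 or lower).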

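Beside the genes the paper names, Fas, a death receptor gene and p53 target, rose by 2.00 ± 0.12 at 48 h, Plk2, a polo-like kinase induced by stress, by 1.77 ± 0.11, and Zmat3, an RNA-binding protein induced by p53, by 1.62 ± 0.13, with adjusted p of 3.7e-05 or lower. At 12 h Plk2 rose by 1.49 ± 0.11, while Fas and Zmat3 had -0.051 and -0.031 and did not pass with or without the set as a block. Of 20 detected p53 target genes 13 rose and 1 fell at 48 h, or 13 and 2 when adjusted over the list alone, or 15 rose and 2 fell with the set as a block. At 12 h 5 rose and 1 fell, or 7 rose and 4 fell with the set as a block. The median of the list was 0.80 at 48 h, 0.79 and 0.76 within the 2 sets of arrays, and 0.12 at 12 h. Camera gave an adjusted p of 0.000388 at 48 h (0.000189 with the set as a block), 0.0975 with an estimated correlation, and 0.113 at 12 h. The p53 list passed at 12 h with no detection filter (adjusted p = 0.0328), from the deposited normalized table (adjusted p = 0.0361) and by fry (adjusted p = 0.00182). Of 14 genes that S2 Table lists for p53, selected by the study on these arrays, 5 rose and 9 fell at 48 h, with a median of -1.185. At 12 h 3 of these 14 rose and 7 fell.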

*Cdkn1a* and *Gadd45*, as target genes of p53 pathway, were up-regulated according to activation of the p53 pathway, thereby down-regulating the cell cycle pathway (Fig. 7). *Mdm2* were also up-regulated according to the p53 protein accumulation as negative feedback although *Mdm2* is negative regulator of the p53 pathway [21]. KEGG mapping also showed that reduced expression of *Cdk1*(*Cdc2a*) leads to down-regulation of *Plk1*, which has critical function during mitosis [24]. In addition, it could be found that *Espl1* having a role in chromosome segregation was inhibited by down-regulation of *Anapc5* and *Cdc20* in the cell cycle pathway (Fig. 7) [25]. 

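Cdc2a (now Cdk1), the kinase that drives entry into mitosis, changed by -2.05 ± 0.094 at 48 h (adjusted p = 2.69e-06) and Plk1, a kinase of mitotic progression, by -2.22 ± 0.092 (adjusted p = 1.99e-06). At 12 h they had -0.25 ± 0.094 and -0.14 ± 0.092 and did not pass (adjusted p = 0.114 and 0.347), but with the set as a block Cdc2a did (adjusted p = 0.0282). Birc5, which encodes survivin of the chromosomal passenger complex, changed by -2.29 ± 0.085, the mitotic kinase gene Aurka by -2.26 ± 0.12, the kinesin genes Kif15 and Kif2c by -2.30 ± 0.091 and -2.15 ± 0.091, and Ncapd2, a condensin subunit, by -2.33 ± 0.11 at 48 h. Of 32 detected genes of G2 and mitosis 31 fell and none rose by limma (0 at an unadjusted p under 0.05) at 48 h, also when adjusted over the list alone, and 8 fell at 12 h (14 over the list alone, 18 with the set as a block). The median was -1.79 at 48 h, -1.79 and -1.81 within the 2 sets, and -0.25 at 12 h. Camera gave an adjusted p of 1.74e-16 at 48 h (3.75e-17 with the set as a block) and 0.0975 with an estimated correlation. At 12 h the camera adjusted p was 4.57e-06, and 0.153 with an estimated correlation.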

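Cdc20, an activator of the anaphase-promoting complex, changed by -0.49 ± 0.10 at 12 h (adjusted p = 0.0181) and by -2.76 ± 0.10 at 48 h (adjusted p = 1.63e-06). Anapc5, a subunit of that complex, had -0.10 ± 0.15 at 12 h, which did not pass with or without the set as a block (adjusted p = 0.71), and -1.22 ± 0.15 at 48 h (adjusted p = 0.000334). Espl1, which cleaves cohesin at anaphase, changed by -1.42 ± 0.10 from 12 h to 48 h (adjusted p = 4.25e-05). Falls of at least 2-fold were seen on the probe of S2 Table for each of the 3 genes at 48 h, and other probes of Anapc5 had -1.08 and -0.60.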

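The 6 genes of the MCM helicase, which unwinds DNA at replication forks, were down-regulated at 48 h: Mcm6 changed by -2.36 ± 0.096, Mcm5 by -2.30 ± 0.091, Mcm7 by -2.00 ± 0.10, Mcm3 by -1.96 ± 0.14, Mcm4 by -1.84 ± 0.088 and Mcm2 by -1.22 ± 0.087, with adjusted p of 2.16e-05 or lower. At 12 h Mcm6, Mcm5 and Mcm4 passed with -0.57 ± 0.096, -0.50 ± 0.091 and -0.45 ± 0.088, and Mcm3, Mcm7 and Mcm2 had -0.33, -0.29 and -0.28 and did not pass, but all 3 did with the set as a block (adjusted p of 0.0101 or lower). Mcm10, which acts in the loading of the replication fork proteins, changed by -2.25 ± 0.087 and Gins1, a subunit of the replicative helicase complex, by -2.15 ± 0.11 at 48 h. Of 47 detected genes of the DNA replication machinery 39 fell and 1 rose at 48 h, the same numbers when adjusted over the list alone, or 2 rose and 39 fell with the set as a block, and 16 fell and none rose by limma (0 at an unadjusted p under 0.05) at 12 h (25 fell over the list alone, 32 with the set as a block). The median was -1.22 at 48 h, -1.18 and -1.21 within the 2 sets of arrays, and -0.31 at 12 h. The shift had a camera adjusted p of 1.4e-14 at 48 h (2.21e-14 with the set as a block) and an adjusted p of 0.0975 with an estimated correlation. At 12 h the camera adjusted p was 1.17e-09, and 0.0989 with an estimated correlation. Mcm2 had -1.22 at 48 h in the deposited normalized table and did not pass (adjusted p = 0.0656). There Mcm2 passed with the set as a block (adjusted p = 2.3e-09).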

*Mcm* genes, that were down-regulated after MFP treatment in this study, have been postulated to couple DNA replication to cell cycle progression [26, 27]. *Pola2*, *Pold1*, *Pold2*, *Pole*, *Pole3*, and *Prim2*, which are associated with DNA polymerases and participate in pathways of DNA replication, pyrimidine metabolism, and purine metabolism [28], were also down-regulated in this study. In addition, other genes related to pyrimidine and purine metabolisms were also down-regulated. 

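Pold1 and Pold2, the catalytic and an accessory subunit of DNA polymerase δ, changed by -1.57 ± 0.097 and -1.36 ± 0.11 at 48 h. Pole, the catalytic subunit of polymerase ε, changed by -1.41 ± 0.13 and its subunit Pole3 by -1.11 ± 0.086, and Prim2 and Pola2, of the primase and polymerase α complex, by -1.25 ± 0.090 and -1.07 ± 0.098, with adjusted p of 6.77e-05 or lower. At 12 h Pole3 passed with -0.42 ± 0.086 (adjusted p = 0.0166), and the other 5 had log2 fold changes between -0.40 for Pole and -0.19 for Pold2 and did not pass, but with the set as a block Pola2, Pold1, Pole and Prim2 did (adjusted p of 0.0418 or lower). Pola2 and Pole3 had -1.07 and -1.11 at 48 h in the deposited normalized table and did not pass (adjusted p = 0.108 and 0.0882). There Pola2 and Pole3 passed with the set as a block (adjusted p of 1.22e-08 or lower).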

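Rrm2, the small subunit of ribonucleotide reductase, which makes deoxyribonucleotides, changed by -2.50 ± 0.16 at 48 h, Tk1, thymidine kinase, by -2.22 ± 0.092, and Tyms, thymidylate synthase, by -2.07 ± 0.12. The purine synthesis genes Pfas, Gart and Atic changed by -1.67 ± 0.11, -1.15 ± 0.12 and -1.06 ± 0.10. All 6 also fell at 12 h, with log2 fold changes between -0.72 for Tk1 and -0.42 for Pfas. Of 18 detected genes of pyrimidine nucleotide synthesis 15 fell and 1 rose at 48 h, and of 15 genes of purine synthesis 10 fell and none rose by limma (0 at an unadjusted p under 0.05), the same numbers when adjusted over each list alone. At 12 h 7 pyrimidine and 8 purine genes fell, or 11 and 8 over each list alone, and 12 pyrimidine genes fell with the set as a block. The pyrimidine list had a median of -1.03 at 48 h, with the same sign within both sets, with a camera adjusted p of 1.87e-06 (1.42e-06 with the set as a block) and an adjusted p of 0.0975 with an estimated correlation. The purine list had a median of -0.69, -0.78 and -0.54 within the sets, with 0.000501 (0.000527 with the block) and an adjusted p of 0.0981 with an estimated correlation. At 12 h the medians were -0.32 and -0.38, with camera adjusted p of 8.9e-05 and 0.00371, and of 0.129 and 0.153 with an estimated correlation. Gart and Atic had -1.15 and -1.07 at 48 h in the deposited normalized table and did not pass (adjusted p = 0.124 and 0.0783). There Gart and Atic passed with the set as a block (adjusted p of 1.79e-08 or lower).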

Since pyrimidine and purine nucleotides are essential precursors for RNA and DNA synthesis [29], it could be postulated that DNA replication pathway were also attenuated by down-regulation of pyrimidine and purine metabolism. Subsequently, all above results showed that down-regulated genes by MFP treatment were mainly associated with pathway of cell cycle, DNA replication, and pyrimidine and purine metabolisms that are known to affect cell proliferation [21, 23, 26, 28, 29]. Based on the KEGG mapping, some of genes associated with cell cycle pathway including *Anapc5*, *Cdc20*, *Cdc25a*, *Cdc45l*, *Cdc6*, *Cdc7*, *Cdkn2c*, *Dbf4*, *E2f2*, *Espl1*, *Orc6l*, and *Plk1* were involved in cell growth as well as death. It could be considered that changes of expression level in these genes are more related to cell growth and/or inhibition of cell proliferation than apoptosis and/or necrosis, because RAW 264.7 cells treated with 100 μg/mL of MFP for 12 and 48 h showed high cell numbers in MTT assay compared with 0 h. Moreover, there was no significant difference among the cell numbers at 12, 24, and 48 h. In addition, the genes associated with cell cycle showing altered gene expression were mostly classified as cluster 2 showing pattern of continuous down-regulation. This result was supported by the MTT assay results (Fig. 2) that showed continuous low proliferation rate in MFP-treated RAW 264.7 cells compared to the nontreated cells. 

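Of the genes named here, Cdc6, which loads the replicative helicase, changed by -2.09 ± 0.087 at 48 h, Cdc45l (now Cdc45), a component of that helicase, by -1.84 ± 0.086, the phosphatase gene Cdc25a by -1.49 ± 0.12, and Orc6l (now Orc6), of the origin recognition complex, by -1.46 ± 0.098. Cdc7, a kinase that fires replication origins, and its activator Dbf4 changed by -1.14 ± 0.090 and -1.13 ± 0.097. Adjusted p was 5.08e-05 or lower for these 6 genes at 48 h. At 12 h Cdc6, Cdc25a, Orc6l and Cdc45l passed with -0.71 ± 0.087, -0.74 ± 0.12, -0.53 ± 0.098 and -0.36 ± 0.086, and Cdc7 and Dbf4 had -0.15 and -0.14 and did not pass with or without the set as a block. A second probe of Cdc25a had 0.015 at 48 h. Cdc7 and Dbf4 had -1.14 and -1.13 at 48 h in the deposited normalized table and did not pass (adjusted p = 0.0953 and 0.0773). There Cdc7 and Dbf4 passed with the set as a block (adjusted p of 7.6e-09 or lower).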

To sum up, it could suggest that RAW 264.7 cells showed decrease of cell proliferation, responding to MFP treatment.

KEGG mapping analysis revealed that up-regulated genes by MFP treatment were predominantly associated with the lysosome and phagosome pathways. A large number of genes involved the lysosome pathway were coupled with the phagosome pathway. 

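In S2 Table 24 genes are listed for the lysosome and 21 for the phagosome, and 3 genes are listed for both. These are Lamp2 and the cathepsin genes Ctsl and Ctss, which encode a membrane protein and proteases of the lysosome.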

Most of up-regulated genes in pathways of endocytosis and antigen processing and presentation were also involved in the phagosome pathway. 

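Of the 11 endocytosis genes up-regulated at 48 h, 6 are also listed for the phagosome in S2 Table, and of the 10 antigen processing genes, 8 are. The shared genes are MHC class I genes, H2-K1 and H2-D1 among them, and for antigen processing also the cathepsin genes. Taken as one group, 8 of 14 genes are shared with the phagosome.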

Lysosomal acid hydrolases and lysosomal membrane proteins are essential for lysosome function [30, 31]. In this study, genes encoding lysosomal acid hydrolases and lysosomal membrane were up-regulated by MFP treatment. 

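Napsa, an aspartic protease, rose by 2.04 ± 0.086 at 48 h, Hexa and Glb1, glycosidases that degrade gangliosides and galactosides, by 1.52 ± 0.095 and 1.38 ± 0.088, and Hyal1, a hyaluronidase, by 1.77 ± 0.099 after 2.00 ± 0.099 at 12 h. Ctse, the aspartic protease cathepsin E, went the other way, with -2.20 ± 0.10 at 48 h. Of the lysosomal membrane genes, the iron transporter gene Slc11a2 rose by 1.32 ± 0.087, the sialic acid transporter gene Slc17a5 by 1.22 ± 0.13 and the tetraspanin gene Cd63 by 1.21 ± 0.097. Of 40 detected lysosomal hydrolase genes 33 rose and 1 fell at 48 h (35 and 1 adjusted over the list alone), and 11 rose and 1 fell at 12 h (13 and 1 over the list alone), or 22 rose and 1 fell with the set as a block. Of 20 genes of the lysosomal membrane and transport 17 rose and none fell by limma (0 at an unadjusted p under 0.05) at 48 h, also over the list alone, and 8 rose at 12 h (12 over the list alone, 14 with the set as a block). The hydrolases had a median of 0.75 at 48 h, 0.76 and 0.79 within the 2 sets of arrays, with a camera adjusted p of 5.1e-10 (5.54e-10 with the set as a block) and an adjusted p of 0.0975 with an estimated correlation. The membrane genes had 0.74, 0.72 and 0.73 within the sets, with 4.19e-06 (5.74e-06 with the block) and an adjusted p of 0.11 with an estimated correlation. At 12 h the medians were 0.25 and 0.30, with camera adjusted p of 2.89e-06 and 0.000117, and of 0.0953 and 0.153 with an estimated correlation. Slc11a2, Slc17a5 and Cd63 had 1.32, 1.22 and 1.21 at 48 h in the deposited normalized table and did not pass (adjusted p = 0.050, 0.0885 and 0.051). There these 3 passed with the set as a block (adjusted p of 3.12e-09 or lower).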

Lysosomal activities play an important role in the processing of peptides and degradation of biomacromolecules that bind MHC П molecules, and thereby enhance the activities of antigen receptors on T cells [31, 32]. This activities of antigen processing and presentation are crucial for immunity to pathogens [32]. Beside, lysosomes are crucial for the maturation of phagosome to phagolysomes in phagocytosis, which is important for cellular defense against pathogens [30]. As innate immunity, macrophage-driven phagocytosis initiates signaling cascades that connect the innate and adaptive immunity pathways to elicit a sustained immune response. Moreover, antigen presentation by macrophages is dependent on phagosome activity [33] and enhanced phagocytosis is an indicator of macrophage activation [10]. Corresponding with these results, KEGG mapping also showed that the phagosome pathway (Fig. 8) was up-regulated by MFP treatment. MFP treatment induced up-regulation of *Atp6v0a1*, *Atp6v1a*, *Atp6v1d*, and *Atp6v1g1*, which were known to play a critical role in receptor-mediated endocytosis by providing the acidic endosomal environment in phagosome [34]. 

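The V-ATPase pumps protons into lysosomes and phagosomes. Its subunit genes Atp6v1g1, Atp6v0a1, Atp6v1d and Atp6v1a rose at 48 h by 1.24 ± 0.13, 1.20 ± 0.097, 1.20 ± 0.17 and 1.01 ± 0.24, with adjusted p of 0.00904 or lower. At 12 h Atp6v1d and Atp6v0a1 rose by 0.64 ± 0.17 and 0.58 ± 0.097, and Atp6v1a and Atp6v1g1 had 0.73 ± 0.24 and 0.15 ± 0.13 and did not pass (adjusted p = 0.0792 and 0.482), but with the set as a block Atp6v1a did (adjusted p = 9.5e-05). Of 15 detected subunit genes 12 rose and none fell by limma (0 at an unadjusted p under 0.05) at 48 h, also when adjusted over the list alone, and 5 rose at 12 h (6 over the list alone, 9 with the set as a block). The median of the list was 0.74 at 48 h, 0.72 and 0.76 within the 2 sets of arrays, and 0.22 at 12 h. Camera gave an adjusted p of 0.000133 at 48 h (0.000103 with the set as a block) and 0.0975 with an estimated correlation. At 12 h it gave an adjusted p of 0.000151, and 0.109 with an estimated correlation. Without 0 h replicate 1 Atp6v1a did not pass at 48 h. Atp6v0a1, Atp6v1a and Atp6v1d had 1.20, 1.00 and 1.20 at 48 h in the deposited normalized table and did not pass (adjusted p = 0.10, 0.0681 and 0.122). There these 3 passed with the set as a block (adjusted p of 6.79e-07 or lower).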

We suggest that the up-regulation of lysosome- and phagosome-associated genes observed in this study may indicate enhanced macrophage activities, which in turn would enhance the responses of antigen presentation [32, 35, 36]. This is also supported by data showing the up-regulation of genes associated with cell adhesion molecules (*Pvrl2*, *Pvrl3*, *Cd40*, *Cd80*, *Cd86*, *Cd274*, *Itgb7*, and *Sdc3*) that are expressed on the cell surface and play a critical role in immune responses and inflammation [37]. Moreover, genes associated with antigen presentation such as *Cd74*, *Ctsl*, *Ctss*, *H2-D1*, *H2-K1*, *H2-Q6*, *H2-Q7*, *H2-Q8*, *H2-T23*, and *Hspa2* were also up-regulated by MFP treatment (Fig. 10). 

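Cd274, which encodes the T cell inhibitory ligand PD-L1, rose by 3.52 ± 0.093 at 48 h (11.5-fold), and the costimulatory genes Cd86, Cd40 and Cd80 rose by 2.55 ± 0.087, 2.47 ± 0.16 and 1.23 ± 0.10. Sdc3, the proteoglycan syndecan 3, rose by 2.38 ± 0.11, the integrin gene Itgb7 by 1.49 ± 0.098 and Pvrl2 (now Nectin2) by 1.20 ± 0.092, with adjusted p of 4.05e-05 or lower for these 7 genes. Pvrl3 (now Nectin3), of the same adhesion family, was down-regulated, with -1.01 ± 0.099 at 12 h and -1.44 ± 0.099 at 48 h (adjusted p = 1.7e-05), and -0.76 on another probe. At 12 h Sdc3 and Cd274 rose by 1.71 ± 0.11 and 1.41 ± 0.093, and Cd86 and Pvrl2 by 0.57 ± 0.087 and 0.40 ± 0.092, while Cd40 and Cd80 had 0.36 and 0.096 and did not pass, but with the set as a block Cd40 did (adjusted p = 0.0031). Itgb7 had 0.34 at 12 h, with an adjusted p of 0.050 over probes, before rounding just below the threshold, and 0.047 over features. Of 18 detected genes of costimulation and cell adhesion 12 rose and 2 fell at 48 h, and 7 and 1 at 12 h, the same numbers when adjusted over the list alone. The median was 0.69 at 48 h, 0.62 and 0.71 within the 2 sets of arrays, and 0.22 at 12 h. Camera gave an adjusted p of 0.000574 at 48 h (0.000527 with the set as a block) and 0.0975 with an estimated correlation. At 12 h it gave an adjusted p of 0.0014, and 0.114 with an estimated correlation.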

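Cd74, the invariant chain that guides MHC class II molecules, rose by 0.72 ± 0.10 at 12 h and 2.39 ± 0.10 at 48 h (5.24-fold). The lysosomal cathepsins L and S, encoded by Ctsl and Ctss, rose by 1.31 ± 0.096 and 1.14 ± 0.16 at 48 h, and Hspa2, a heat shock 70 protein, by 1.13 ± 0.095, with adjusted p of 0.000547 or lower for these 4 genes. At 12 h Ctsl, Ctss and Hspa2 had 0.27, 0.43 and 0.22 and did not pass, but all 3 did with the set as a block (adjusted p of 0.0356 or lower). Of 17 detected genes of MHC class I and peptide loading 12 rose and 3 fell at 48 h, also when adjusted over the list alone, and 3 rose and none fell by limma (0 at an unadjusted p under 0.05) at 12 h (2 over the list alone), or 6 rose and 1 fell with the set as a block. Of the MHC class II list 2 genes were detected, both rose at 48 h, and 1 rose at 12 h. The MHC class I list had a median of 0.90 at 48 h, 0.88 and 0.91 within the 2 sets of arrays, with a camera adjusted p of 0.00114 (0.00048 with the set as a block) and an adjusted p of 0.22 with an estimated correlation. At 12 h the median was 0.18, with a camera adjusted p of 0.0199 and an adjusted p of 0.39 with an estimated correlation, and the call at 12 h was lost without 0 h replicate 1 and without 12 h replicate 1. Ctss and Hspa2 had 1.14 and 1.13 at 48 h in the deposited normalized table and did not pass (adjusted p = 0.0888 and 0.0673). There Ctss and Hspa2 passed with the set as a block (adjusted p of 8.53e-07 or lower).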

Previous studies showed that enhanced antigen presentation in macrophages can reinforce the activities of T and B cells, thereby strengthening the immune response [10, 38, 39]. In addition, the genes associated with the lysosome and phagosome pathways were mostly involved in cluster 1. However, genes associated with microtubule activity of the phagosome pathway showed different expression pattern classes. These latter classes included *Actb*, *Tfrc*, *Tuba1a*, *Tuba1b*, *Tubb2c*, *Tubb5*, and *Tubb6*, which were all down-regulated (Fig. 8). 

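Actb, the cytoskeletal β-actin, had -0.25 ± 0.28 at 12 h, which did not pass with or without the set as a block (adjusted p = 0.608), and -1.34 ± 0.28 at 48 h (adjusted p = 0.00443) on the probe of S2 Table. The 4 other detected probes of Actb had 0.72, -0.91, 0.69 and -0.59 at 48 h, and with the mean of all its kept probes Actb did not pass. Tfrc, the transferrin receptor, which takes up iron, changed by -1.98 ± 0.090 at 12 h (adjusted p = 0.000141) and by -1.88 ± 0.090 at 48 h (adjusted p = 3.43e-06). Between 12 h and 48 h Tfrc had 0.10 ± 0.090 and did not pass with or without the set as a block (adjusted p = 0.405). From 12 h to 48 h the tubulin genes Tuba1a and Tubb6 changed by -1.57 ± 0.10 and -1.31 ± 0.10, and Tubb2c and Tubb5 by -1.37 ± 0.10 and -1.54 ± 0.12.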

Microtubules are known to play roles in late phagosome maturation, such as fusion with endocytic organelles and phagolysosome formation [40]. Additionally, fusion of the phagosome with the lysosome and endosome in activated macrophages is delayed [33]. Therefore, down-regulation of microtubule expression may be indicative of early phagosome status in activated macrophages. In summary, the immune-enhancing effects of mica are likely induced, at least in part, by the activation of macrophages through up-regulation of the pathways mentioned above (Fig. 10).

**Fig 10:**
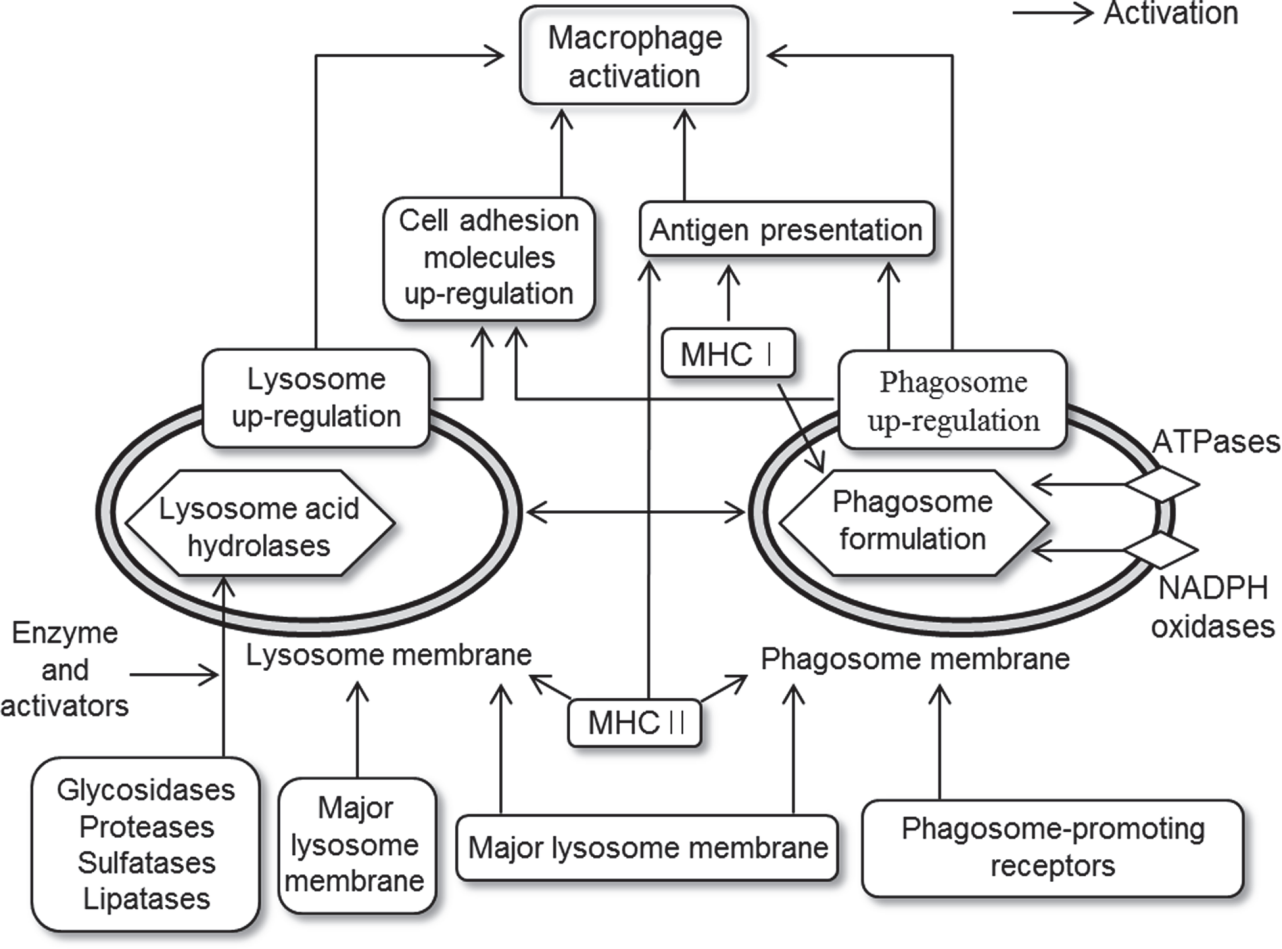
Suggesting diagram of activation pathways. This diagram was determined through the analysis of genes whose expression level was altered in RAW 264.7 cells that were treated with MFP 100 μg/mL. MFP treatment up-regulated the pathways of lysosome and phagosome. The pathway mapping was conducted using KEGG database.

These results could be believed as the specific responses of macrophages to MFP simulation. There were several studies on cell-particle interactions using a microarray tool [11, 41–43]. Water et al. (2009) demonstrated that RAW 264.7 cells showed altered regulation in genes expression associated with chemokines and inflammation, responding to stimulation of 500 nm of silica particles [11]. Murine cells isolated from branchoalveolar lavage containing macrophages, lymphocytes, and neutrophils showed different gene expression involved in immune, inflammatory, and cytoskeleton organization, responding to 580 nm of urban particulate matter [43]. In case of human macrophages, it was reported that altered gene expression related to cytokines and signal transduction was observed in U937 cells following the stimulation of polyethylene particles (1,710–2,580 nm) [42]. In addition, stimulation with fine ambient particles (2,500 nm) showed effect of gene modulation involved in metal binding and oxidative stress in human alveolar macrophages [41]. However, changes of cell systemic function including up-regulation of lysosome and phagosome pathways were not reported in previous that showed responses of cell to the fine particles stimulation. Therefore, it could be believed that the up-regulation of lysosome and phagosome pathway identified in this study result from the specific responses of macrophage to MFP stimulation, not common reaction against fine particles.

## Conclusions

In this study, the effects of MFP on gene expression profile were analyzed using RAW 264.7 murine macrophages, as this cell type plays a critical role in the immune system. Genes associate with pathways related to the cell cycle, DNA replication, and pyrimidine and purine metabolism, were down-regulated, consistent with a mica-dependent reduction of proliferation. Mica also up-regulated genes associated with lysosome and phagosome function (Fig. 10) in RAW 264.7 cells. We speculate that macrophage activation is due to up-regulation of some of these pathways, and by extension that the positive effects of mica in the immune system are mediated through increased lysosomal and phagosomal activity in macrophages.

## Supporting Information

S1 Table Clustering result of all gens showing altered expression after MFP treatment.

S2 Table Pathways determined using the differentially expressed genes classified as cluster 1 and 2. The pathway mapping was conducted using KEGG database.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

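Gene expression of a mouse macrophage cell line was measured on Illumina Mouse WG-6 v2.0 beadchips at 0 h, 12 h and 48 h of MFP treatment, 2 arrays per time point. The authors exported signal intensity per probe from GenomeStudio and deposited it without a log step and without normalization between arrays. The detection p-values that the authors deposited beside the signals compare each probe with the negative controls of its array. A second table that the authors deposited holds log2 values after quantile normalization, and its columns form 2 sets of 3 arrays that were normalized separately, as its values show (set 1 with 0 h replicate 1, 12 h replicate 2 and 48 h replicate 2, set 2 with the others). The methods name R 2.4.1 for the normalization, and the submitters' processing notes name R 3.0.2. No column was left unmapped.
The log2 fold changes, tests and lists were computed from the non-normalized signals, after the study's methods. Probes with a detection p under 0.05 on all 6 arrays were kept, 14091 in number, 31.1% of the array, and their signals were log2 transformed and quantile normalized over the 6 arrays together. Gene names come from the platform annotation, in which 34885 probes have 1 symbol, 18 several and 10378 none here. Of the kept probes 12256 have 1 symbol, 6 several and 1829 none, and 12244 symbols were looked up by Entrez ID. Probes with several symbols were left unnamed. The probe with the highest mean stood for a gene, and probes without a symbol were tested as features of their own, 9984 features with 8149 named genes. A few genes of S2 Table have probes without annotation here and were counted by probe and not named.
One linear model with a mean per time point was fitted by limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and Benjamini-Hochberg adjustment over the features. A gene was called at an adjusted p under 0.05 and a fold change of at least 2, and members of lists rose or fell at that adjusted p alone. Genes that the paper names were read on the probe of S1 or S2 Table and adjusted over the kept probes, and the others over the features, so a gene named under both rules can have 2 values. The number of arrays limits the precision, with 3 residual degrees of freedom, and the sources used here do not say that the 2 arrays of a time point came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical.
Gene lists and the rule for the genes named in the text were fixed before the data were examined, although the values of S1 and S2 Table had been seen. Lists on the paper's pathways include genes that the study selected on these arrays. Their counts, medians and tests are only partly independent of that selection. The named genes are the 12 largest rises and 12 largest falls among genes called at 48 h and the 8 and 8 at 12 h where both treated arrays lie beyond both 0 h arrays, every gene the paper names, and 2 to 4 called members of each list with the largest changes. The lists cover DNA replication, G2 and mitosis, cyclins and G1/S regulators, purine and pyrimidine synthesis, lysosomal hydrolases, lysosomal membrane, V-ATPase, MHC class I and II, phagocytic receptors, NADPH oxidase, tubulins and actins, costimulation, p53 targets, cytokines, interferon-stimulated genes, NRF2 targets, ER stress, cholesterol synthesis, lipid handling, glycolysis and hypoxia, the respiratory chain, ribosome biogenesis, ribosomal proteins, histones, alternative activation, heat shock, autophagy, iron handling, the circadian clock, immediate-early genes, macrophage identity and osteoclast markers, and markers of T cells, B cells, fibroblasts, epithelial cells, neutrophils and dendritic cells. Lists were tested by camera with a preset correlation of 0.01, with an estimated correlation and by fry, which does not compare a list with other genes, adjusted over the lists of a comparison. With an estimated correlation no list passed in any comparison, and camera's calls were made only with the preset value. Estimates lay on both sides of that value, with 0.0967 for G2 and mitosis and -0.0147 for lysosomal hydrolases. The hydrolases still went from an unadjusted camera p of 6.14e-07 to 0.00981 at 12 h. The loss of the calls therefore does not measure how far correlation among members explains the shifts.
On simulated data for 48 h against 0 h over 9984 genes, limma passed 55 of 67 genes changed 1.5-fold, 67 of 67 changed 2.5-fold and 66 of 66 changed 4-fold, and 13 unchanged genes, of which 1 was called. In a separate simulation, with every gene drawn independently, of 33 lists the 1 shifted list passed and 0 of the others passed by camera. As its genes were not correlated, it does not show how camera behaves on lists with correlated members.
Other settings were a detection filter on 2 arrays or none, normexp background correction with an offset of 16, scaling to the 75th percentile, the deposited normalized table, the mean of a gene's probes, every probe counted, a fit on the compared arrays, a trended and robust prior, the methods' t-test, a reimplemented local pooled error test (named in Fig. 3), a fold of at least 2 alone, other thresholds, a block for the replicate number and leaving out each array. The t-test is named in the paper's general statistics section, which does not say that it was used for the arrays. The array set as a block, also with the deposited normalized table, and each set alone were added after seeing the data. The QTC, KEGG and PANTHER steps and the qRT-PCR, viability and microscopy experiments were not analysed here. With 2 arrays per time point, regroupings of the arrays between time points and outlier tests were not made.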

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

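The tests of the 2 array sets and of cells of another type were chosen only after the result was seen.
Genes of 3 lists were higher at 12 h than at 0 h and lower at 48 h than at 12 h, where the difference between the times was tested directly. Between 12 h and 48 h, of 17 genes of cholesterol synthesis none rose by limma (0 at an unadjusted p under 0.05) and 15 fell, the same numbers when adjusted over the list alone (median -1.29, camera adjusted p = 3.05e-10 and 4.42e-11 with the set as a block, adjusted p = 0.0905 with an estimated correlation), and at 48 h against 0 h none rose by limma (0 at an unadjusted p under 0.05) and 12 fell, or 0 and 14 when adjusted over the list alone (median -0.60, -0.55 and -0.48 within the 2 sets, camera adjusted p = 0.000163 and 8.47e-05 with the set as a block, adjusted p = 0.0975 with an estimated correlation). Interferon-stimulated genes had a median of -0.36 between the times, where 1 rose and 11 fell, or 2 and 13 when adjusted over the list alone, or 2 rose and 13 fell with the set as a block (camera adjusted p = 0.00237, adjusted p = 0.152 with an estimated correlation), and at 48 h against 0 h 9 rose and 5 fell, the same numbers when adjusted over the list alone (camera adjusted p = 0.246). Genes of glycolysis and hypoxia had -0.45, where 2 rose and 16 fell, the same numbers when adjusted over the list alone, or 4 rose and 18 fell with the set as a block (camera adjusted p = 0.000149, adjusted p = 0.0905 with an estimated correlation), and at 48 h against 0 h 7 rose and 9 fell, or 8 and 9 when adjusted over the list alone (camera adjusted p = 0.935). Cytokines and chemokines did not pass between the times (median -0.41, camera adjusted p = 0.0757), and at 48 h 3 rose and 1 fell, or 2 and 1 when adjusted over the list alone (camera adjusted p = 0.267).
Scaling between the arrays is argued against as the whole cause of this rise and return, since with 75th percentile scaling the smallest median of these 4 lists at 12 h, or fall after it, was still 0.323. One of the 2 array sets is argued against too, since the smallest such value within either set was 0.257. Time in culture without MFP may also give such a course and cannot be told apart from the treatment, since 0 untreated arrays at 12 h or 48 h were analysed.
Taken singly, 46 features passed in opposite directions at 12 h and 48 h and were at least 2-fold apart between the times, 42 of them higher at 12 h and lower at 48 h than at 0 h and 4 the reverse. The reverse course, chosen here after the values were seen, was that of Fos, an immediate-early transcription factor gene, with -1.43 ± 0.20 at 12 h and 0.74 ± 0.20 at 48 h, and of Itgb5 (-0.73 ± 0.089 and 0.57 ± 0.089), Mfsd6 (-0.75 and 0.58) and Smpdl3a (-0.48 and 1.91). At 48 h Fos did not pass under 75th percentile scaling, in the deposited normalized table, without 0 h replicate 2 or without 48 h replicate 2, and at 12 h it did not pass in that table. With the set as a block Fos passed in that table at both times (adjusted p = 8.74e-09 at 12 h and 9.37e-07 at 48 h). Among all features, 22 were at least 2-fold higher at 12 h than at 0 h and at least 2-fold lower at 48 h than at 12 h, among them Il1rn, Adm and St3gal6, the last also chosen after the values were seen.
The detection filter left out probes that were measured at 1 time only, which the paper does not report on as a group. Of 608 probes detected on both 48 h arrays and no 0 h array, 53 passed limma's test over all probes of the array and were at least 2-fold higher than a bound, the higher of the probe's own 0 h signal and the lowest detected signal of each 0 h array, in 38 named genes. The largest, chosen after the values were seen, were those of Lcn2, the iron-binding protein lipocalin 2, at least 32.3-fold higher, the tetraspanin gene Tspan10, at least 15.7-fold, the osteocalcin gene Bglap2, at least 11.7-fold, and Gas6, a ligand of TAM receptors, at least 5.42-fold. In the other direction 14 of 357 probes were at least 2-fold lower at 48 h, among them Dmpk, a protein kinase, at least 20.3-fold, Nanos1 at least 3.91-fold, Id3, an inhibitor of DNA-binding proteins, at least 3.81-fold and the monocyte chemokine gene Ccl2 at least 3.60-fold. At 12 h 3 of 302 probes not detected at 0 h passed in this way, 1 probe without a symbol and, named after their values were seen, those of Fam71f2 and Atp13a4, and 1 of 165 passed as lower at 12 h, that of Id3.
The methods name only the macrophage cell line in these cultures and give no source for cells of another type. Whether such cells brought in some of these probes is not decided by the marker counts alone. Of 67 markers of 6 other cell types on the array 5 were detected at 0 h and 4 at 48 h, a difference of -1 that rests on Fscn1, a dendritic cell marker, and with osteoclast markers added, of which Oscar was gained, 13 of 81 were detected at 0 h and 13 at 48 h. Detected at 0 h and at 48 h were 1 and 1 markers of T cells, 2 and 2 of epithelial cells, 1 and 1 of neutrophils, 1 and 0 of dendritic cells, and 0 of B cells and of fibroblasts at either time. Of 12 neutrophil markers, which include the abundant transcripts of S100a8, S100a9, Ltf and Camp, Csf3r alone was detected at 48 h, and it rose against 0 h, while the T cell marker Cd8b1 and the epithelial markers Cdh1 and Cldn7, named like Fscn1, Oscar and Csf3r after their values were seen, did not pass by limma (0 at an unadjusted p under 0.05). Time in culture without MFP may give the same probes and cannot be told apart from an effect of MFP, with 0 untreated arrays at 48 h.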

How the results depend on the processing

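The settings with the array set as a block, within each set, and the deposited normalized table with that block were chosen only after the result was seen. Under the settings run, no called value changed its direction. For log2 fold changes of single named genes at 12 h and 48 h, 6368 values kept their side of the threshold, 458 no longer passed and 76 newly passed. Within the sets, where nothing is tested, 226 values moved by more than the spread. The deposited normalized table ended 181 of these calls, 75th percentile scaling 57, normexp 22, leaving out a 0 h array 42 or 47, a 12 h array 33 or 41 and a 48 h array 3 or 4, while the array set as a block added 40. In the deposited normalized table 0 genes were called at 12 h by limma, 133 passed at an unadjusted p under 0.05 with the 2-fold threshold, and 133 were called with the array set as a block, and at 48 h 594 were called and 1040 with that block. Of 189 probes of named genes that passed at 48 h, 56 did not in that table, their log2 fold changes there were within 0.0329 of those given, and all 56 passed with the block. List shifts kept their side in 1104 cases, were lost in 49 and newly passed in 35. For each list that passed at 12 h or 48 h against 0 h, the estimated correlation gave the largest adjusted p of all its alternatives. Where genes were called, no scaling moved the share of higher calls by over 10 percentage points or the median of all genes by over 0.1. In the deposited normalized table the sorted log2 values of the sets differ by up to 0.635, which a fit without the block counts as spread within a time point. As fold changes there stayed close to those given and the calls returned with the block, smaller fold changes are argued against as the cause of the calls lost there. The signal over background limits what the arrays show of weakly expressed genes. The cause of the other changes below was not tested, apart from the thresholds, which act by construction.
With probes detected on at least 2 arrays, the distance was 22.3 between 0 h and 12 h, 41.3 between 12 h and 48 h and 54.5 between 0 h and 48 h. With no detection filter, the shift at 12 h newly passed for p53 targets (adjusted p = 0.0328), NRF2 and antioxidant response (adjusted p = 0.0186) and iron handling (adjusted p = 0.0148), the shift at 48 h newly passed for mitochondrial respiratory chain (adjusted p = 0.0278) and circadian clock (adjusted p = 0.00253), and the distance was 22.3 between 0 h and 12 h, 41.3 between 12 h and 48 h and 54.5 between 0 h and 48 h. After normexp background correction, there were 199 genes higher at 12 h, 36 genes lower at 12 h, 766 genes lower at 48 h, 389 genes higher between 12 h and 48 h, 489 genes lower between 12 h and 48 h and 153 genes called at both times in the same direction, the shift at 48 h no longer passed for ER stress and ATF4 targets (adjusted p = 0.056), the distance was 28.3 between 0 h and 12 h, 48.5 between 12 h and 48 h and 64.9 between 0 h and 48 h, and the mean log2 ratio was 0.70 for cluster 1 at 12 h, 1.81 for cluster 1 at 48 h, -0.45 for cluster 2 at 12 h, -1.67 for cluster 2 at 48 h, 0.41 for cluster 3 at 12 h, -1.44 for cluster 3 at 48 h, 1.60 for cluster 4 at 12 h, 0.89 for cluster 4 at 48 h, 1.51 for cluster 5 at 48 h, -1.44 for cluster 6 at 12 h and -1.09 for cluster 6 at 48 h. Under 75th percentile scaling, the shift at 48 h no longer passed for ER stress and ATF4 targets (adjusted p = 0.0568), the shift at 12 h newly passed for iron handling (adjusted p = 0.0379), and the mean log2 ratio was 0.35 for cluster 3 at 12 h and -1.25 for cluster 3 at 48 h. Taken from the deposited normalized table, there were 0 genes higher at 12 h, 0 genes lower at 12 h, 300 genes higher at 48 h, 294 genes lower at 48 h, 72 genes higher between 12 h and 48 h, 101 genes lower between 12 h and 48 h, 594 genes called at 12 h or 48 h and 0 genes called at both times in the same direction, the shift at 12 h newly passed for p53 targets and NRF2 and antioxidant response (adjusted p = 0.0361) and iron handling (adjusted p = 0.0294), the shift at 48 h newly passed for phagocytic receptors (adjusted p = 0.0283), and the distance was 16.4 between 0 h and 12 h, 32.8 between 12 h and 48 h and 44.5 between 0 h and 48 h. For the mean of a gene's probes, the shift at 12 h no longer passed for heat shock proteins (adjusted p = 0.0536), the shift at 12 h newly passed for iron handling (adjusted p = 0.0499), the shift at 48 h newly passed for phagocytic receptors (adjusted p = 0.0409) and circadian clock (adjusted p = 0.0424), and the distance was 19.8 between 0 h and 12 h, 36.3 between 12 h and 48 h and 48.3 between 0 h and 48 h. Fitted on only the 4 arrays compared, the shift at 12 h newly passed for iron handling (adjusted p = 0.0431). Given the array set as a block, the shift at 12 h newly passed for iron handling (adjusted p = 0.032). By the methods' t-test after Benjamini-Hochberg adjustment, with the 2-fold threshold, there were 0 genes higher at 12 h, 0 genes lower at 12 h, 62 genes higher between 12 h and 48 h and 64 genes lower between 12 h and 48 h. At an adjusted p under 0.05 alone, there were 1001 genes higher at 12 h, 841 genes lower at 12 h, 2602 genes higher at 48 h, 2600 genes lower at 48 h, 1958 genes higher between 12 h and 48 h, 1982 genes lower between 12 h and 48 h and 5522 genes called at 12 h or 48 h. At an adjusted p under 0.05 and 1.5-fold, there were 408 genes higher at 12 h, 179 genes lower at 12 h, 1328 genes higher at 48 h, 1378 genes lower at 48 h, 819 genes higher between 12 h and 48 h, 891 genes lower between 12 h and 48 h and 2859 genes called at 12 h or 48 h. Using an estimated correlation, the shift at 12 h no longer passed for DNA replication machinery and ribosome biogenesis (adjusted p = 0.0989), G2 and mitosis, cyclins, CDKs and G1/S regulators, purine nucleotide synthesis, lysosomal membrane and transport, heat shock proteins and autophagy (adjusted p = 0.153), pyrimidine nucleotide synthesis (adjusted p = 0.129), lysosomal hydrolases, interferon-stimulated genes, cholesterol synthesis and glycolysis and hypoxia (adjusted p = 0.0954), V-ATPase subunits (adjusted p = 0.108), MHC class I and peptide loading (adjusted p = 0.39), costimulation and cell adhesion and pro-inflammatory cytokines and chemokines (adjusted p = 0.114) and ER stress and ATF4 targets (adjusted p = 0.109), and the shift at 48 h no longer passed for DNA replication machinery, G2 and mitosis, cyclins, CDKs and G1/S regulators, pyrimidine nucleotide synthesis, lysosomal hydrolases, V-ATPase subunits, tubulins and actins, costimulation and cell adhesion, p53 targets, cholesterol synthesis, ribosome biogenesis and autophagy (adjusted p = 0.0975), purine nucleotide synthesis (adjusted p = 0.0981), lysosomal membrane and transport (adjusted p = 0.11), MHC class I and peptide loading and ER stress and ATF4 targets (adjusted p = 0.22), NRF2 and antioxidant response (adjusted p = 0.192), heat shock proteins (adjusted p = 0.134), iron handling (adjusted p = 0.111), immediate-early genes (adjusted p = 0.145) and macrophage identity (adjusted p = 0.107). By fry, the shift at 12 h no longer passed for MHC class I and peptide loading (adjusted p = 0.0823), the shift at 12 h newly passed for p53 targets (adjusted p = 0.00182), mitochondrial respiratory chain and iron handling (adjusted p = 0.0266), alternative activation markers (adjusted p = 0.0227), immediate-early genes (adjusted p = 0.00402) and osteoclast markers (adjusted p = 0.0141), and the shift at 48 h newly passed for phagocytic receptors (adjusted p = 0.000754), pro-inflammatory cytokines and chemokines (adjusted p = 0.0103), interferon-stimulated genes (adjusted p = 0.00848), cholesterol efflux and lipid handling (adjusted p = 0.0162), alternative activation markers (adjusted p = 0.0143), circadian clock (adjusted p = 0.0183) and osteoclast markers (adjusted p = 0.00227). Over all genes tested, the distance was 31.4 between 0 h and 12 h, 50.1 between 12 h and 48 h and 64.4 between 0 h and 48 h. Unadjusted, the methods' t-test with the 2-fold threshold gave 116 genes higher and 16 lower at 12 h, and the local pooled error test 117 and 17. On simulated data for 48 h against 0 h, with far fewer changed genes than limma found on these arrays, the adjusted t-test passed 1 of 133 genes changed over 2-fold. At 48 h on these arrays the adjusted t-test with the 2-fold threshold called 379 genes higher and 359 lower. The simulation therefore does not give its power here and does not decide how its counts of 0 at 12 h should be read.
Leaving out each array in turn, where a lone array is assumed to vary like the other groups, moved the adjusted p of the shift of MHC class I and peptide loading at 12 h from 0.00163 to 0.176 (no longer passing without 0 h replicate 1 or without 12 h replicate 1), ER stress and ATF4 targets at 48 h from 0.0271 to 0.0601 (no longer passing without 0 h replicate 1 or without 48 h replicate 1), NRF2 and antioxidant response at 12 h from 0.0299 to 0.385 (passing without 0 h replicate 2 or without 12 h replicate 2), histone genes at 12 h from 0.017 to 0.995 (passing without 0 h replicate 2), heat shock proteins at 12 h from 0.012 to 0.0984 (no longer passing without 0 h replicate 2 or without 12 h replicate 2) and iron handling at 12 h from 0.0223 to 0.153 (passing without 0 h replicate 2 or without 12 h replicate 2 or without 48 h replicate 1 or without 48 h replicate 2). The mean log2 ratio moved for cluster 3 at 48 h from -1.27 to -1.24, cluster 4 at 12 h from 1.29 to 1.36 and cluster 4 at 48 h from 0.68 to 0.74, and the distance for 0 h and 12 h from 20.5 to 21.9, 0 h and 48 h from 50.1 to 51.6 and 12 h and 48 h from 37.6 to 38.9. The replicate numbers do not pair the arrays over all 3 time points. The deviations of same-numbered arrays from the time-point means had correlations across genes of 0.65 for 12 h and 48 h, whose arrays with the same number lie in the same set, and of -0.55 and -0.56 for 0 h with 12 h and with 48 h, where the arrays with the same number lie in different sets. With the replicate block 117 genes were higher and 17 lower at 12 h, 534 and 506 at 48 h, and 240 and 325 between 12 h and 48 h, and the replicate block ended 17 calls of named genes. A fold of at least 2 alone gave 117 and 17, 534 and 507, and 240 and 327, so the gene counts say little about that block.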

Differences from the paper's values

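The counts with the array set as a block were chosen only after the result was seen. The paper's number of genes examined is 30854, and 9984 features were tested here after the detection filter. Of the alternatives set before the data were examined, no detection filter gave 29453 features, within 1.5 times of the paper's number, and the filter on 2 arrays gave 12412 and every kept probe 14091, which are not, like the 9984 of the others.
The paper gives 1165 genes past 2-fold against 1081 here, 116 up- and 20 down-regulated at 12 h against 117 and 17, and 569 and 559 at 48 h against 534 and 506, none of them over 1.5 times apart. The methods state the 2-fold threshold, the legend of Fig. 3 adds a p under 0.05, and here an adjusted p was used. A fold of at least 2 alone gave 1082 genes here, so the adjusted p removed almost none. With every kept probe counted there were 1415. On the probe that S1 Table names, 1158 of its 1165 genes were past the threshold, and for 991 of the 1165 that probe stood for the gene here. The choice of a probe per gene therefore changed the count more than the adjusted p did. The 116 genes higher at 12 h were also reached by the methods' t-test at an unadjusted p under 0.05 and without 0 h replicate 2. More than 1.5 times from the paper's counts were those of the deposited normalized table (594 genes in all), of the methods' t-test after Benjamini-Hochberg (738), at an adjusted p alone (5522) and at 1.5-fold (2859), and at 12 h those with normexp (199 higher, 36 lower) and for the mean of a gene's probes (13 lower). All 1165 genes of S1 Table were detected here, and their log2 fold changes differed from the paper's by at most 0.029. For DNA replication the paper's text gives 16 genes, while S2 Table lists 17, and all 17 were past the threshold here. The other pathway counts of the text equal those here, but in the deposited normalized table the lysosome had 12, pyrimidine metabolism 11 and purine metabolism 9 genes past the threshold, in a fit without the set as a block.
The paper lists Pvrl3 among the up-regulated cell adhesion genes, and here Pvrl3 had -1.44 ± 0.099 at 48 h (adjusted p = 1.7e-05), while Pvrl2 had 1.20 ± 0.092, Cd40 2.47 ± 0.16, Cd80 1.23 ± 0.10, Cd86 2.55 ± 0.087, Cd274 3.52 ± 0.093, Itgb7 1.49 ± 0.098 and Sdc3 2.38 ± 0.11, all higher as the paper states. The paper describes a large number of the lysosome genes as coupled with the phagosome pathway, without saying how they are coupled, and 3 of 24 are listed for both in S2 Table, whereas 6 of 11 endocytosis and 8 of 10 antigen processing genes are. Cluster 3 is described as without noticeable change at 12 h, and here 21 of its 57 genes rose at 12 h at an adjusted p under 0.05 alone. At the paper's 2-fold threshold 9 of the 57 changed at 12 h. In cluster 5, described in the same way, 2 of 34 fell at that adjusted p, 7 with the set as a block, and 1 changed at least 2-fold. Cluster 4 is described as down-regulated at 48 h after its rise, and here 21 of 36 genes passed the test as lower than at 12 h and 0 as higher. By sign alone, 0 of the 36 rose steadily over the 2 times, and 36 of 36 were above 0 h at 48 h. The paper concludes that 12 h had no noticeable effect on gene expression, and here 134 genes were called at 12 h, 134 with the array set as a block, against 1040 at 48 h. A fold of at least 2 alone gave 117 higher and 17 lower at 12 h, and the block leaves fold changes as they are. The fold threshold therefore capped the count with the block, which adds no separate evidence. From the authors' own normalized values limma called 0 genes at 12 h without that block, with 133 at an unadjusted p under 0.05 and 2-fold and 133 with the block. The methods' t-test after Benjamini-Hochberg called 0 as higher and 0 as lower at 12 h, and unadjusted 116 and 16. Actb is given as down-regulated, which holds on the probe of S2 Table, while of its other detected probes a pair was higher and a pair lower at 48 h.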

Other observations

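The tests of the normalization in 2 sets and of brightness in values without a quantile step were chosen only after the result was seen. Values by fry are of a test that does not compare a list with other genes. The list of ribosome biogenesis, whose genes make the rRNA and assemble ribosomes, was shifted down at both times, though not every member fell. By camera with an estimated correlation the list did not pass at 12 h or 48 h (adjusted p = 0.0989 and 0.0975). At 12 h, of 33 genes 1 rose and 18 fell, or 1 and 21 when adjusted over the list alone, or 1 rose and 28 fell with the set as a block (median -0.39, -0.36 and -0.37 within the 2 sets, camera adjusted p = 8.46e-10 and 6.16e-10 with the set as a block, 1.43e-18 to 0.0989 over the camera alternatives, adjusted p = 0.00239 by fry), and at 48 h 1 rose and 25 fell, the same numbers when adjusted over the list alone (median -0.57, -0.54 and -0.58 within the 2 sets, camera adjusted p = 1.78e-06 and 1.42e-06 with the set as a block, 1.84e-12 to 0.0975 over the camera alternatives, adjusted p = 0.000635 by fry). They include Ncl, nucleolin, with -0.96 ± 0.13 at 12 h and -1.80 ± 0.13 at 48 h, Nop10 with -1.53 ± 0.12 at 48 h and Polr1b, a subunit of RNA polymerase I, with -1.32 ± 0.14. Of 21 genes of cytosolic ribosomal proteins 2 rose and 3 fell, or 1 and 1 when adjusted over the list alone, or 5 rose and 3 fell with the set as a block (camera adjusted p = 0.949). Of 18 heat shock genes at 48 h 2 rose and 10 fell, the same numbers when adjusted over the list alone (median -0.48, -0.45 and -0.46 within the 2 sets, camera adjusted p = 0.0176 and 0.0134 with the set as a block, 0.00492 to 0.134 over the camera alternatives, adjusted p = 0.00199 by fry), and at 12 h none rose by limma (1 at an unadjusted p under 0.05) and 2 fell, the same numbers when adjusted over the list alone, or 1 rose and 6 fell with the set as a block (camera adjusted p = 0.028, 0.00878 to 0.153 over the camera alternatives, adjusted p = 0.0123 by fry). Of 29 genes of the respiratory chain 2 rose and 11 fell, the same numbers when adjusted over the list alone (camera adjusted p = 0.119, 0.0278 to 0.45 over the camera alternatives, adjusted p = 0.104 by fry), among them Cox6a2 (4.87 ± 0.12) and Cox7a2 (-0.87 ± 0.17).
Of 22 autophagy genes at 48 h 15 rose and 2 fell, or 16 and 2 when adjusted over the list alone (median 0.56, 0.47 and 0.58 within the 2 sets, camera adjusted p = 0.000439 and 0.000527 with the set as a block, 1.96e-07 to 0.0975 over the camera alternatives, adjusted p = 8.22e-05 by fry), among them the cargo receptor gene Sqstm1 (2.82-fold higher), Gabarapl1 (1.44 ± 0.085) and Map1lc3a (1.35 ± 0.10). At 12 h 5 rose and none fell by limma (0 at an unadjusted p under 0.05), the same numbers when adjusted over the list alone, or 8 rose and 1 fell with the set as a block (camera adjusted p = 0.0186, 0.000506 to 0.153 over the camera alternatives, adjusted p = 0.0023 by fry). Of 16 genes of iron handling at 48 h 9 rose and 2 fell, or 10 and 2 when adjusted over the list alone (median 0.45, 0.36 and 0.57 within the 2 sets, camera adjusted p = 0.00733 and 0.00363 with the set as a block, 3.36e-05 to 0.111 over the camera alternatives, adjusted p = 0.000418 by fry), with ceruloplasmin, Cp (3.07 ± 0.13), the iron exporter gene Slc40a1 (2.78 ± 0.10) and heme oxygenase 1, Hmox1 (1.14 ± 0.18). Of 21 NRF2 targets 12 rose and 3 fell, the same numbers when adjusted over the list alone (median 0.41, 0.42 and 0.39 within the 2 sets, camera adjusted p = 0.00733 and 0.00551 with the set as a block, 1.47e-05 to 0.192 over the camera alternatives, adjusted p = 0.00177 by fry), with the glutathione transferase genes Gstm1 (3.30 ± 0.11) and Gstp1 (2.62 ± 0.093) and catalase, Cat (1.61 ± 0.096). At 12 h iron handling (camera adjusted p = 0.0554, 0.0148 to 0.192 over the camera alternatives, adjusted p = 0.0266 by fry) and NRF2 targets (camera adjusted p = 0.114, 0.0186 to 0.39 over the camera alternatives, adjusted p = 0.0938 by fry) did not pass.
Targets of ER stress and ATF4 went both ways at 48 h, where of 27 genes 14 rose and 7 fell, the same numbers when adjusted over the list alone (median 0.36, 0.42 and 0.23 within the 2 sets, camera adjusted p = 0.0453 and 0.0282 with the set as a block, 0.00262 to 0.22 over the camera alternatives, adjusted p = 0.000754 by fry). Higher were Ddit3, which encodes CHOP (3.12 ± 0.11), Trib3 (2.39 ± 0.095) and Ppp1r15a (2.23 ± 0.099), and lower were Shmt2, an enzyme of serine metabolism (-1.41 ± 0.11), and Sdf2l1, an ER protein (-1.09 ± 0.14). At 12 h against 0 h 10 rose and none fell by limma (0 at an unadjusted p under 0.05), the same numbers when adjusted over the list alone (camera adjusted p = 5.52e-06, 3.42e-10 to 0.109 over the camera alternatives, adjusted p = 0.00272 by fry). At 48 h the list did not pass by camera with an estimated correlation (adjusted p = 0.22), with normexp, with 75th percentile scaling, without 0 h replicate 1 or without 48 h replicate 1. Of 17 immediate-early genes 10 rose and 3 fell, or 11 and 3 when adjusted over the list alone (median 0.46, 0.51 and 0.49 within the 2 sets, camera adjusted p = 0.0248 and 0.0199 with the set as a block, 0.00359 to 0.145 over the camera alternatives, adjusted p = 0.000418 by fry), with the phosphatase genes Dusp4 (1.16 ± 0.089) and Dusp6 (0.96 ± 0.13), and at 12 h 5 rose and 4 fell, the same numbers when adjusted over the list alone (camera adjusted p = 0.604). Histone genes went both ways too, and of 32 genes 12 rose and 11 fell, the same numbers when adjusted over the list alone (camera adjusted p = 0.935), with H2ac18 (3.43 ± 0.11), H2bc4 (5.67-fold higher), H1f2 (2.12 ± 0.11) and H2ac11 (-2.07 ± 0.18), in a family whose near-identical members can share probes.
Of 17 genes of macrophage identity at 48 h 12 rose and 2 fell, the same numbers when adjusted over the list alone (median 0.67, 0.62 and 0.60 within the 2 sets, camera adjusted p = 0.00431 and 0.00363 with the set as a block, 0.000789 to 0.107 over the camera alternatives, adjusted p = 0.000418 by fry), among them F4/80, Adgre1 (1.70 ± 0.11), Mpeg1 (1.28 ± 0.11) and lysozyme, Lyz2 (1.11 ± 0.098). The following 4 lists did not pass at 48 h by camera. Of 12 genes of lipid handling 4 rose and 6 fell, or 4 and 7 when adjusted over the list alone (camera adjusted p = 0.395, 0.144 to 0.639 over the camera alternatives, adjusted p = 0.0162 by fry), with the lipid droplet gene Plin2 (2.13 ± 0.18), Fabp5 (1.70 ± 0.16) and lipoprotein lipase, Lpl (-1.33 ± 0.13). Of 8 osteoclast markers 4 rose and 2 fell, the same numbers when adjusted over the list alone (camera adjusted p = 0.246, 0.145 to 0.383 over the camera alternatives, adjusted p = 0.00227 by fry), with cathepsin K, Ctsk (1.43 ± 0.097), Mmp9 (1.37 ± 0.090) and Dcstamp (-1.16 ± 0.10). Of 7 markers of alternative activation 3 rose and 2 fell, or 4 and 2 when adjusted over the list alone (camera adjusted p = 0.466, 0.321 to 0.749 over the camera alternatives, adjusted p = 0.0143 by fry), with the lectin genes Mgl2 (1.49 ± 0.10) and Clec10a (1.20 ± 0.090) and Stab1 (-1.18 ± 0.088). Of 11 circadian clock genes 5 rose and 1 fell, the same numbers when adjusted over the list alone (camera adjusted p = 0.0855, 0.00253 to 0.22 over the camera alternatives, adjusted p = 0.0183 by fry), with Dbp (2.03 ± 0.11) and Usp2 (-2.25 ± 0.092). In the deposited normalized table Cox7a2, Lyz2, Sdf2l1, Dusp4, Dusp6, Stab1, Lpl and Dcstamp did not pass at 48 h, with log2 fold changes between -1.33 and 1.16, and passed there with the set as a block. The camera adjusted p at 12 h was 0.374 for macrophage identity, 0.372 for lipid handling, 0.113 for osteoclast markers, 0.604 for alternative activation, 0.993 for the clock, 0.344 for the respiratory chain, 0.272 for histones and 0.886 for ribosomal proteins.
The 6 arrays part into 2 sets across the time points, the sets in which the authors normalized them, with correlations across genes of the deviations from the time-point means of 0.55, 0.56 and 0.65 within sets. The separate normalization is argued against as the source, since the mean correlation was 0.589 in the signals normalized together. A trend with brightness could not be judged in these values, since taking it out removed 0.873% of the variance and left 0.589. A second version of the test, chosen after the first had removed almost nothing, used values without a quantile step, where taking the trend out removed 48.5% of the variance and moved the correlation from 0.721 to 0.578, which argues against a brightness trend as the whole cause. Without any scaling, taking the trend out removed 87.7% of the variance and also left 0.578. Mean signals before normalization were 855, 850 and 723 in set 1 at 0 h, 12 h and 48 h, and 581, 628 and 523 in set 2. No biological explanation was tested. A technical difference between the sets and cultures or days shared within a set stay open.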
